# A Compendium of Canine Normal Tissue Gene Expression

**DOI:** 10.1371/journal.pone.0017107

**Published:** 2011-05-31

**Authors:** Joseph Briggs, Melissa Paoloni, Qing-Rong Chen, Xinyu Wen, Javed Khan, Chand Khanna

## Abstract

**Background:**

Our understanding of disease is increasingly informed by changes in gene expression between normal and abnormal tissues. The release of the canine genome sequence in 2005 provided an opportunity to better understand human health and disease using the dog as clinically relevant model. Accordingly, we now present the first genome-wide, canine normal tissue gene expression compendium with corresponding human cross-species analysis.

**Methodology/Principal Findings:**

The Affymetrix platform was utilized to catalogue gene expression signatures of 10 normal canine tissues including: liver, kidney, heart, lung, cerebrum, lymph node, spleen, jejunum, pancreas and skeletal muscle. The quality of the database was assessed in several ways. Organ defining gene sets were identified for each tissue and functional enrichment analysis revealed themes consistent with known physio-anatomic functions for each organ. In addition, a comparison of orthologous gene expression between matched canine and human normal tissues uncovered remarkable similarity. To demonstrate the utility of this dataset, novel canine gene annotations were established based on comparative analysis of dog and human tissue selective gene expression and manual curation of canine probeset mapping. Public access, using infrastructure identical to that currently in use for human normal tissues, has been established and allows for additional comparisons across species.

**Conclusions/Significance:**

These data advance our understanding of the canine genome through a comprehensive analysis of gene expression in a diverse set of tissues, contributing to improved functional annotation that has been lacking. Importantly, it will be used to inform future studies of disease in the dog as a model for human translational research and provides a novel resource to the community at large.

## Introduction

The opportunity to study health and disease in the dog (*Canis lupus familiaris*) has significantly expanded with the release of the first public draft of the canine genome. [1], [2], [3] This opportunity has been complemented by the development of high throughput technologies, such as expression and SNP microarrays, now commercially available for the dog [4], [5], [6]. Using these techniques and data, questions and hypotheses related to the health of dogs and their inclusion in biomedical research can now be articulated from a post-genomic perspective. [7], [8], [9] However, our ability to extend and refine our knowledge is limited due to the lack of a comprehensive functional assessment of canine gene expression in diverse sets of normal tissues. [10], [11] Rather than repeating this requisite step in new canine genomic studies, an efficient approach would be to provide researchers with an openly accessible set of validated expression profiles from canine normal tissues. A similar approach has been used for human normal organ gene expression data on both oligonucleotide and cDNA array platforms. [12], [13], [14], [15]. A major benefit of these human studies is that several datasets are publicly available through web-based interactive analytical tools. Based on the same rationale and using a similar approach, the availability of an online database of canine normal tissue gene expression profiles would serve as the foundation for *in silico* analysis of canine diseases thereby increasing the efficiency and eliminating redundancy. Since the dog represents a model organism for human disease, the development of such a database would also enable more rigorous comparative genomic analysis with gene expression data sets available for human, rat and murine tissues [2]. Such comparative studies would enable the identification of common gene regulatory regions as well as evolutionarily conserved gene expression networks providing a better understanding of organ functions in normal and diseased states.

To meet these needs and opportunities, the goal of this project was to develop a robust, publicly accessible gene expression profile database from ten normal canine organs using the Affymetrix Canine Version 2.0 GeneChip® platform. Tissues included: liver, kidney, heart, lung, cerebrum, spleen, lymph node, jejunum, pancreas, and skeletal muscle. The informative utility of the resultant expression data was assessed in several ways. Bioinformatic analysis revealed a large number of differentially expressed genes based on tissue type. This enabled the identification of gene expression profiles that were selective for each tissue. Indeed, hierarchical clustering and principle component analysis using these profiles demonstrated that organs grouped together based on shared function and structural composition. Consistent with these observations, analyses of tissue selective genes were suggestive of tissue origin, function and physiology. Importantly, analysis of canine and human orthologous gene expression in matched tissues revealed remarkable similarity between species. These normal tissue expression data and the demonstration of shared orthologous expression patterns in humans allowed redefinition of canine Affymetrix probesets not previously mapped to a known transcript. In the future, this data should aid in expanding and refining canine gene ontologies allowing a much more robust assessment of biological functions associated with co-regulated gene sets in each tissue.

This data is now publicly available for use through the establishment of a Canine Normal Tissue Database (ccr.cancer.gov/resources/cop). This database allows for gene specific queries of normal tissues in the dog as well as cross species comparison of gene expression between canine and human tissues. We anticipate this dataset will provide the foundation for more advanced study of disease in the dog and improve biomedical studies that utilize the dog as a model for translational research.

## Results

### Validation of an Informative Database of Normal Canine Tissues: Identification of Organ Selective Gene Expression Signatures

Previous studies have cataloged global gene expression patterns for normal tissues in pig, mouse, rat and human. [12], [15], [16], [17], [18], [19], [20], [21] The dog is an excellent model for many human diseases, however little is known about canine gene expression across diverse tissues. Therefore, ten organs from four dogs were harvested and RNA purified for analysis using Affymetrix Canine Version 2.0 arrays. This array consists of 42,860 canine probesets corresponding to over 18,000 mRNA/EST based transcripts and over 20,000 non-redundant predicted genes (www.affymetrix.com). [4]

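The data hold 39 arrays, 4 for each organ except pancreas, which has 3. An array measures the amount of labelled RNA that binds to its probesets, each a group of short probes. The labels number the arrays of each organ, and do not state that a number stands for the same dog in every organ. The authors processed the arrays in Partek with an adjustment for GC content and probe sequence, RMA background correction, quantile normalization and median polish. The deposited values are on the log2 scale and run from 2.61 to 14.74, with array medians from 3.95 to 4.11. A value is relative to the rest of its array, so it does not give an amount of RNA per cell. Pearson's r between arrays of the same organ, taken across the 42860 probesets, ran from 0.973 to 0.995 in lung and from 0.889 to 0.962 in skeletal muscle. Of the probesets, 29254 carry a single gene symbol (15115 unique symbols), 439 carry several and 13167 carry none. From these values, limma was used to fit a mean per tissue. Its moderated F test asked whether a probeset differs among the 10 tissues. A contrast for each tissue set its mean against the unweighted mean of the other 9 tissue means, which is named the mean of the other 9. Both used a false discovery rate of 0.001. Probesets called in a contrast with more than 10-fold expression are named enriched. Enriched probesets with no other tissue above 3-fold in its own contrast are named selective. Where a gene has several probesets, the probeset with the highest mean over all arrays stands for it unless another is named. The scan date was not used here because the labels give none, and no genome positions are given because the available gene table is of another assembly than the paper's. The SD between arrays of a tissue includes differences between dogs and between pieces of tissue, and the number of arrays limits the precision. The p-values measure the spread between these samples only.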

A comparison of gene expression profiles for ten normal canine organs was undertaken using an ANOVA model to assess the informative value of this data set. Consistent with previous studies in humans, >50% of all canine probesets (23,070) demonstrated differential expression based on tissue type and this corresponds to 10,878 unique gene symbols. [15]

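TNNC2, the calcium-binding troponin of fast skeletal muscle fibres, had a mean log2 value of 13.41 ± 0.17 (SD, n = 4) in skeletal muscle and 3.96 as the mean of the other 9, a fold change of 697 (adjusted p = 3.23e-19 from limma). FABP7, a fatty acid binding protein of glial cells, stood at 11.99 ± 0.39 (SD, n = 4) in brain against 3.75, a fold change of 303 (adjusted p = 7.03e-29). VTN, a plasma adhesion protein secreted by liver cells, stood at 12.94 ± 0.16 (SD, n = 4) in liver against 3.94, a fold change of 511 (adjusted p = 2.21e-21). In each case every array of the tissue lay above every array of all others. The F test called 23384 of the 42860 probesets (54.6%), which carry 10055 unique symbols, and 6507 of them carry no symbol. After a shift of each array to an equal median of 15 housekeeping genes, the F test called 40509 probesets. The shift moves every probeset of an array by the same amount, so it adds differences between tissues by itself.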

, [19], [20] To further validate the utility of these data and to characterize relationships between biological replicates, samples were analyzed by principle component analysis (PCA) (**Fig. 1A** **and Fig. S1**) and hierarchical clustering (HC) (**Fig. 1B**) using those probesets differentially expressed in at least one tissue. 

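Pancreas stood farthest from any other tissue on the first 3 components, with its centre 1.125 from that of skeletal muscle, the nearest. Distances are root mean squares per probeset, in units of a probeset's SD over the 39 arrays. Brain was next, 0.897 from heart. Heart lay 0.278 from skeletal muscle, and lymph node lay 0.234 from spleen. Component 1 set lymph node (mean −0.62), lung (−0.47) and spleen (−0.47) apart from pancreas (0.66) and skeletal muscle (0.59), where the sign of a component is arbitrary. Component 2 set brain (0.84) against pancreas (−0.78). On component 3, brain (0.43) and pancreas (0.61) were opposite to kidney (−0.46) and liver (−0.44). The mean distance of an array to the centre of its own tissue was 0.0294 in lung, 0.176 in skeletal muscle and 0.170 in spleen. The components explained 19.2%, 15.8% and 11.2% of the variance of the probesets called by the F test, together 46.2% (jackknife SE 1.53). For 36 of the 39 arrays the nearest array was of the same tissue, and the exceptions were skeletal muscle 2, skeletal muscle 4 and spleen 3. Each probeset was centred and scaled to SD 1 first.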

As shown in **Fig. 1A** samples grouped according to organ type with greater than 47% of the variability explained by the first three principle components. Multi-level bootstrap re-sampling was then conducted on hierarchical clustering results in order to determine the reproducibility of cluster assignment. 

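All 10 tissues formed a cluster that held every array of the tissue and no other array. Each of these 10 clusters was found in 100% of 1000 resamplings of the genes and had an approximately unbiased probability of 100%. Of the 37 clusters in the tree below its root, 32 had an approximately unbiased probability of at least 95%. The tree used the 10055 genes with a symbol among the probesets called by the F test, with the highest value per symbol on each array, scaled per gene. The distance was 1 minus Pearson's r, with Ward linkage. The resampling treats genes as independent, which they are not.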

As shown in **Fig. 1B**, replicate samples again grouped together according to organ type (>95% confidence at each branch point). Identical results were observed when using all probesets (data not shown). In addition, tissues with a common developmental origin and/or anatomical function grouped together. For example, mesoderm derived heart and skeletal muscle group together as do the functionally related immune organs lymph node and spleen.

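With all 42860 probesets, not collapsed to genes, brain, heart, jejunum, kidney, liver, lung, lymph node and pancreas each formed a cluster of their own, and skeletal muscle and spleen did not. Heart with skeletal muscle and lymph node with spleen were not clusters of this tree, while liver with kidney was. A tree of the 15115 genes with a symbol, without the F test, gave the same groups, and with the called probesets not collapsed to genes all 10 tissues formed clusters (both chosen after seeing the data). In the matching principal component analysis the first 3 components explained 39.7% of the variance. An array of the same tissue was nearest for 29 of the 39 arrays.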

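MYL2, the regulatory myosin light chain of heart and slow muscle fibres, had a mean log2 value of 13.47 ± 0.17 (SD, n = 4) in heart and 13.08 ± 0.20 (SD, n = 4) in skeletal muscle, against a mean of the other 9 of 4.87 in the heart contrast. CSRP3, a protein of the Z-disc, stood at 12.50 ± 0.09 (SD, n = 4) in heart and 9.65 ± 1.22 (SD, n = 4) in skeletal muscle. CD3D, a chain of the T cell receptor complex, stood at 10.62 ± 0.24 (SD, n = 4) in lymph node and 8.82 ± 1.05 (SD, n = 4) in spleen. The adjusted p of their contrasts was 2.41e-21 for MYL2 in heart, 6.01e-25 for CSRP3 in heart and 4.37e-16 for CD3D in lymph node. Heart and skeletal muscle shared 166 enriched probesets, and lymph node and spleen shared 74. In the tree of the genes called by the F test, heart with skeletal muscle, lymph node with spleen, and lymph node with spleen and lung were each found in 100% of the resamplings. Brain joined heart and skeletal muscle, and jejunum, kidney, liver and pancreas formed a further cluster. These 5 clusters were found in all 39 trees that leave out 1 array each. The pairing inside the last was less stable, since liver with pancreas was found in 33 of the 39 trees, liver with kidney in 4, jejunum with pancreas in 2 and jejunum with kidney in 0. The paper states that tissues of a common developmental origin or function group together, and gives heart with skeletal muscle and lymph node with spleen as examples.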

**Figure 1:**
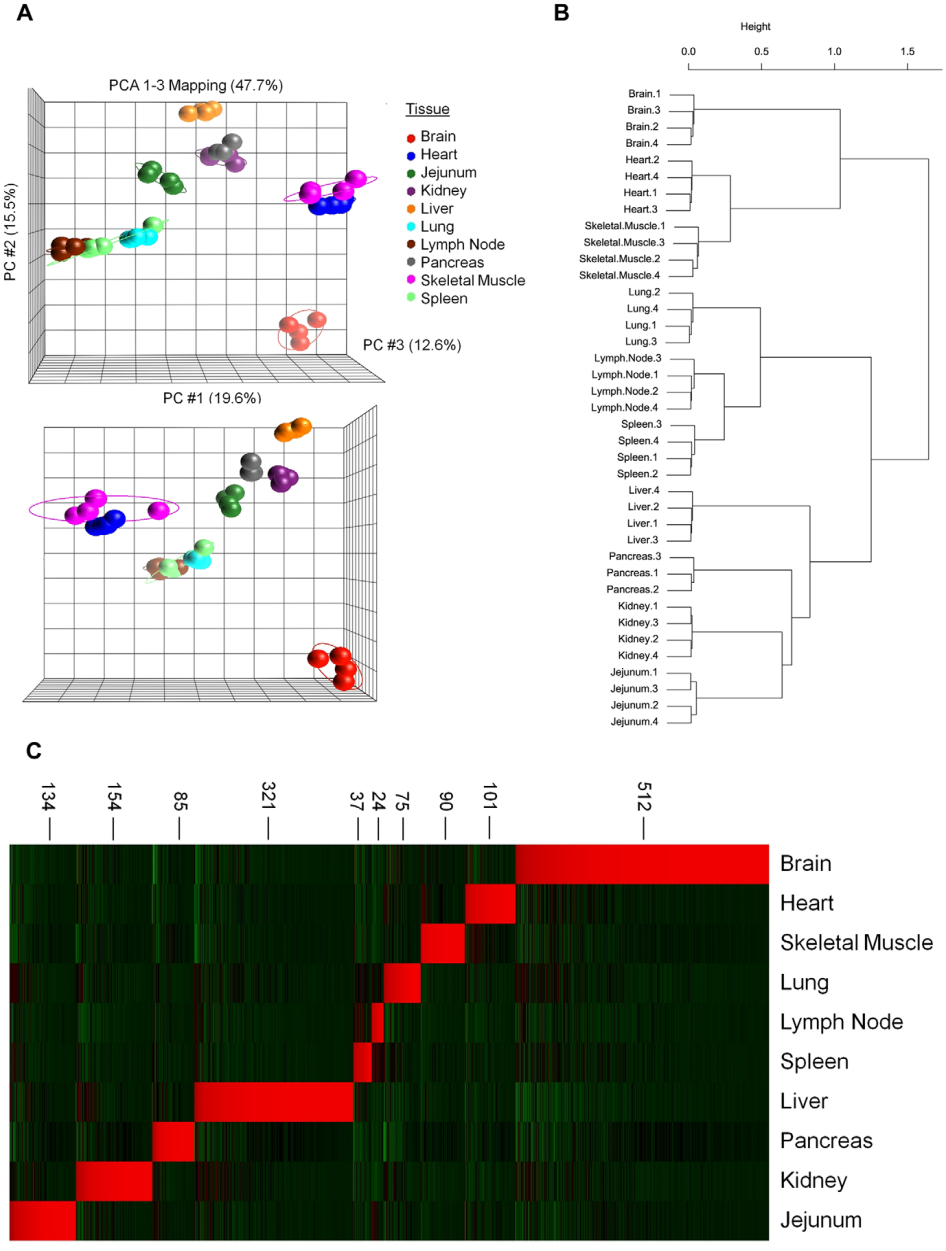
Principle component analysis and hierarchical clustering define relationships between canine normal tissues. mRNA expression for 39 samples from ten pathologically normal canine tissues were analyzed using the Affymetrix Canine Version 2.0 GeneChip®. Probesets differentially expressed in at least one tissue (as described in the Methods) were included in the analysis (23,070 probesets corresponding to 10,878 unique gene symbols). **A**. Samples were analyzed by principle component analysis (PCA) to characterize relationships between biological replicates for each tissue. Each sphere represents an individual sample, colored by tissue and ellipses correspond to two standard deviations of the tissue group mean. **B**. Hierarchical clustering of samples was conducted with distances calculated using Pearson correlation metrics and clusters joined using Ward linkage. Bootstrap re-sampling was conducted (1,000 iterations) in order to determine cluster stability. **C**. Heatmap demonstrating tissue selective gene expression. Following ANOVA to determine differential expression based on tissue type, results were filtered based on FDR = 0.001 as well as expression thresholds of greater than 10-fold expression over the mean of all other tissues and no greater than 3-fold over the mean in any other tissue. This final list of tissue selective probesets was rank ordered according to fold-expression with sample order determined by the previous bootstrapped hierarchical clustering. Red indicates upregulated and green represents downregulated relative to the mean expression in all tissues. Numbers next to the heatmap indicate the number of tissue selective probesets in a cluster.

A further assessment of the quality and informative value of the data was provided by defining contrasts as part of the ANOVA model. Probe sets that were differentially expressed in one tissue versus all others were identified following correction for multiple testing (FDR, 0.001). 

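In pancreas 10497 probesets (5267 unique symbols) differed from the other tissues, 54.7% of them higher. Brain had 8122 (3845 symbols, 59.2% higher) and lymph node 7234 (3643 symbols, 58.9% higher). Skeletal muscle had 6511 (3203 symbols, 46.4% higher), heart 6011 (2879 symbols, 53.3% higher) and liver 5518 (2566 symbols, 52.2% higher). Lung had 4922 (2417 symbols, 63.2% higher) and kidney 4866 (2350 symbols, 65.3% higher). The lowest counts were 4375 in spleen (2248 symbols, 52.7% higher) and 4271 in jejunum (2158 symbols, 61.4% higher). Differences in pancreas were small, with 52.2% of them below 2-fold, against 27.4% in liver and 36.3% in lymph node, the lowest and the highest share of the other 9. The count for pancreas depended on single arrays, at 6988 without pancreas 1 and 6521 without pancreas 3. The share of higher calls depended on the scaling. The median log2 difference of 15 housekeeping genes was −0.80 in pancreas, −0.22 in skeletal muscle and −0.20 in liver, and between 0.12 and 0.25 in the other 7. Each array was then shifted to an equal median of these genes, and the shifts did not mirror these differences in every tissue. The mean shift was 0.78 in pancreas, 0.34 in spleen, 0.16 in lung, 0.12 in lymph node, 0.11 in brain and 0.01 in liver. It was −0.28 in kidney, −0.30 in jejunum, −0.32 in skeletal muscle and −0.43 in heart. After the shift, the share of higher calls was 95.9% of 26580 in pancreas, 15.8% of 10233 in skeletal muscle, 8.71% of 21917 in heart and 22.5% of 7310 in jejunum. It was 30.8% of 6631 in kidney, 79.3% of 4516 in lung, 69.4% of 6655 in lymph node and 86.7% of 5763 in spleen. The shift adds the same amount to every probeset of an array, so the direction of these calls largely follows its sign.

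**Figure D1:**
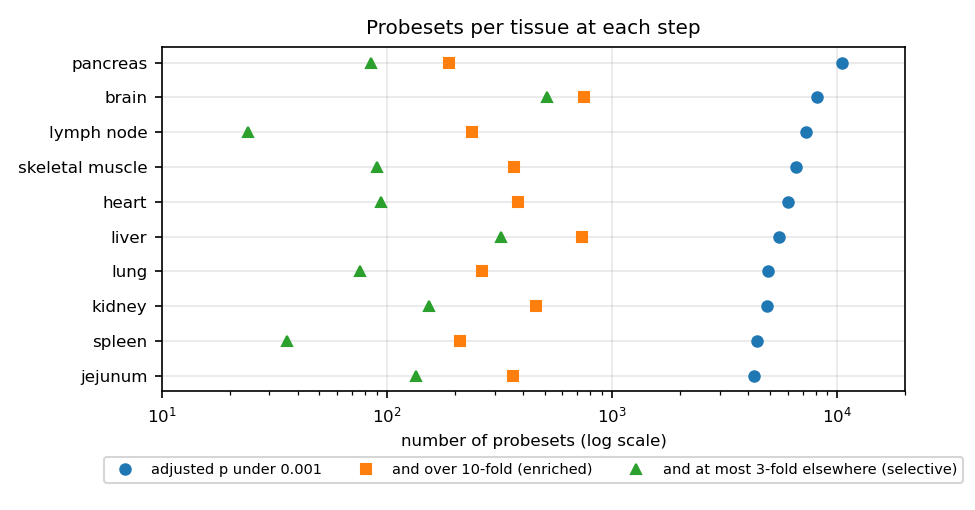
Number of probesets per tissue that passed the contrast, that were also above 10-fold, and that were also at most 3-fold in every other tissue. The x axis is logarithmic, each symbol is 1 count and tissues are sorted by the first count. Pancreas has the highest count of the first kind (10497), and brain has the highest of the last.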

The number of differentially expressed probesets in each tissue, as well as the corresponding number of unique gene symbols, are shown in **Table S1**. Next, we used a series of filtering steps, as described previously, to identify those genes exhibiting the greatest organ selective expression profile. [21] First, for each organ, probesets expressed greater than 10-fold over the mean of all other tissues were identified. For most tissues, this represented approximately 5–10% of the original number of significant probesets. 

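Liver had the largest share of enriched probesets, 13.3% of its called probesets or 732. Kidney (9.45%, 460), brain (9.19%, 746) and jejunum (8.45%, 361) came next. Heart had 6.32% (380), skeletal muscle 5.61% (365) and lung 5.34% (263). Spleen had 4.80% (210) and lymph node 3.30% (239). Pancreas had the smallest share, 1.79% or 188 of the probesets called in its contrast. Without pancreas 1 this share was 2.79%, and without pancreas 3 it was 3.17%. Liver and kidney shared 124 enriched probesets, and jejunum and kidney shared 53.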

The extreme cases were pancreas in which only 1% of the probesets achieved this threshold and liver in which 14% of the probesets were greater than 10-fold over the mean of all other tissues. A second filtering threshold, no greater than 3-fold expression over the mean in any other tissue, was defined to arrive at a final list of the most organ defining genes (**Fig. 1C**). Lymph node had the smallest number of selective probesets (24), whereas brain exhibited the greatest number (512). 

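Brain had 514 selective probesets (218 symbols), followed by liver with 319 (163), kidney with 154 (74) and jejunum with 134 (82). Heart had 94 (40), skeletal muscle 90 (50), pancreas 85 (53) and lung 76 (42). Spleen had 36 (21) and lymph node 24 (15). Lymph node had 44 without lymph node 1, and 37 without spleen 1. With the median of the other tissues as the reference lymph node had 49, and with the 3-fold step over the mean of 8 tissues lymph node had 13 and spleen 17. Pancreas had 171 after the housekeeping shift and 137 with equal quantiles, and skeletal muscle had 148 without its arrays 1, 3 and 4 (the last 2 settings chosen after seeing the data). Among selective probesets with a single symbol, every array of the tissue lay above every array of all other tissues for 287 of 293 in brain and 250 of 256 in liver, and for 12 of 17 in lymph node.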

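CD27, a receptor of activated T and memory B cells, had a mean log2 value of 7.91 ± 1.20 (SD, n = 4) in lymph node and 5.12 ± 0.94 (SD, n = 4) in spleen, a fold change of 18.7 over the mean of the other 9 (adjusted p = 2.28e-14 from limma). LEF1, a transcription factor of T cells, stood at 7.05 ± 1.20 (SD, n = 4) in lymph node and 3.90 ± 0.36 (SD, n = 4) in spleen (fold change 11.6, adjusted p = 1.54e-14). COCH, a secreted protein of the extracellular matrix, was high only in spleen, at 11.61 ± 0.65 (SD, n = 4) against a mean of the other 9 of 3.65 (fold change 249, adjusted p = 7.09e-25). CCL14, a chemokine of vessel walls, stood at 10.55 ± 0.36 (SD, n = 4) in spleen and 7.90 ± 0.25 (SD, n = 4) in liver (fold change 17.9, adjusted p = 6.73e-15). Each of these 4 genes was selective, and its tissue's arrays lay above all others. Of the 215 probesets enriched in lymph node and not selective, 195 were above 3-fold in spleen, 66 in lung and 61 in jejunum. Of the 174 enriched in spleen and not selective, 116 were above 3-fold in lymph node and 78 in lung.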

The spleen shares many overlapping cell types and immune functions with lymph node and accordingly, shares a similar gene expression signature (**Fig. 1A and B**). 

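SNAP25, a membrane fusion protein of synaptic vesicles, had a mean log2 value of 12.79 ± 0.16 (SD, n = 4) in brain and 3.62 as the mean of the other 9, a fold change of 579 (adjusted p = 2.07e-24 from limma). KIF5C, a motor protein of axons, stood at 11.97 ± 0.37 (SD, n = 4) against 4.34 (fold change 198.5, adjusted p = 5.48e-21). OLFM1, a secreted glycoprotein of neurons, stood at 11.94 ± 0.53 (SD, n = 4) against 4.15 (fold change 221, adjusted p = 1.25e-25). CHN1, a regulator of axon growth, stood at 11.77 ± 0.42 (SD, n = 4) against 4.19, with heart the next tissue at 5.72 ± 1.43 (fold change 191, adjusted p = 7.23e-21). Brain arrays lay above all others for the 4 genes. In brain 68.9% of the enriched probesets were selective, against 10.0% in lymph node and 45.2% in pancreas. Of the 232 that were not, 53 were above 3-fold in heart and 49 in kidney.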

Functionally, the brain (cerebrum in this study) represents the most anatomically and physiologically unique structure, therefore it is not surprising to find the greatest number of tissue selective genes expressed in this tissue. 

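SFTPC, the surfactant protein made by alveolar cells, had a mean log2 value of 14.03 ± 0.27 (SD, n = 4) in lung and 4.64 as the mean of the other 9, a fold change of 669.6 (adjusted p = 4.44e-24 from limma). AGER, a receptor of flat alveolar cells, stood at 11.48 ± 0.31 (SD, n = 4) against 4.15 (fold change 161, adjusted p = 9.56e-32). FMO2, a drug-oxidising enzyme, stood at 11.07 ± 1.47 (SD, n = 4) against 4.17 (fold change 119, adjusted p = 9.63e-12). CHI3L1, a secreted chitinase-like protein, stood at 10.38 ± 0.41 (SD, n = 4) against 3.98 (fold change 84.6, adjusted p = 1.12e-23). TMEM100, a membrane protein of vessel walls, stood at 9.18 ± 0.24 (SD, n = 4) against 3.59 (fold change 48.2, adjusted p = 5.50e-26). In jejunum, CCL25, which attracts T cells to the gut, stood at 11.18 ± 0.78 (SD, n = 4) against 3.70, and NTS, the peptide neurotensin, at 10.07 ± 0.99 (SD, n = 4) against 3.26. In kidney, CALB1, a calcium buffer of the distal tubule, stood at 10.32 ± 0.33 (SD, n = 4). In pancreas, CUZD1, a protein of enzyme granules, stood at 13.49 ± 0.09 (SD, n = 3) against 3.72, a fold change of 869. The lung genes were selective in the values used here, and so were CCL25, NTS, CALB1 and CUZD1.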

As expected, top organ defining genes included those previously associated with the physiologic function of that organ (Lung example: **Table S2**).

### Validation of Microarray Derived Organ Defining Genes through Quantitative RT-PCR

Quantitative RT-PCR was used to validate the microarray results. Genes were selected for validation, which were described in the previous analysis as organ defining (UMOD, Uromodulin-kidney; LIPC, Hepatic Lipase-liver; RTN1, Reticulon 1-brain). 

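UMOD, the most abundant protein of urine and made in the thick ascending limb, had a mean log2 value of 13.44 ± 0.23 (SD, n = 4) in kidney and 4.19 as the mean of the other 9, a fold change of 611 (adjusted p = 4.10e-19 from limma). LIPC, a lipase that liver cells secrete, stood at 9.94 ± 0.34 (SD, n = 4) in liver against 3.73, a fold change of 73.9 (adjusted p = 1.57e-26). RTN1, a protein of the endoplasmic reticulum in neurons, stood at 11.33 ± 0.25 (SD, n = 4) in brain against 3.60, a fold change of 212 (adjusted p = 5.37e-35). Each was selective, and every array of its tissue lay above every other array. The array carries further probesets for these genes. A second LIPC probeset gave a fold change of 19.9 in liver (adjusted p = 1.08e-27). A second UMOD probeset gave 1.18 in kidney (adjusted p = 0.0694) and a second RTN1 probeset gave 0.989 in brain (adjusted p = 0.881), so neither was called.

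**Figure D2:**
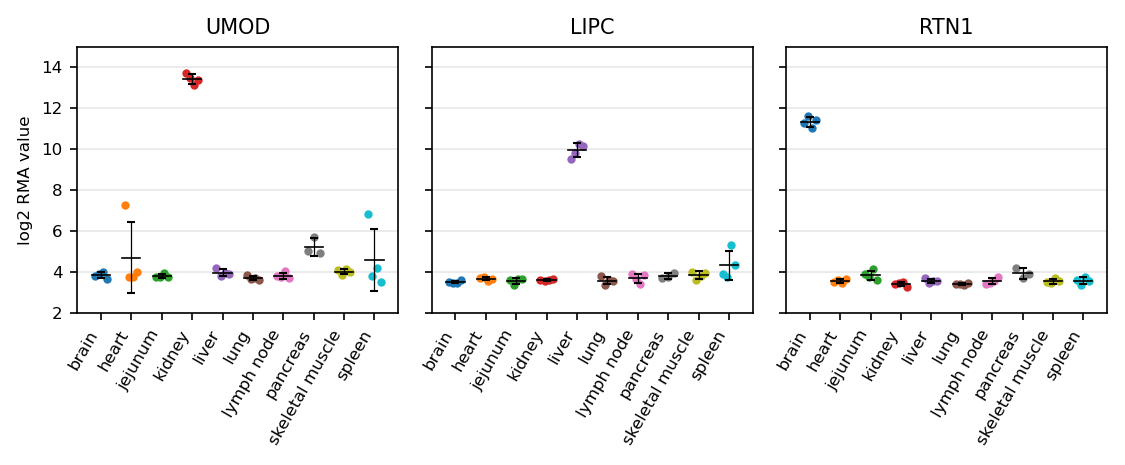
Log2 RMA value of UMOD, LIPC and RTN1 in the 10 tissues. Points are arrays, the line is the mean of a tissue and the bar its SD. UMOD is high in kidney (13.44), LIPC in liver (9.94) and RTN1 in brain (11.33).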

Transcripts exhibited expected tissue selective expression patterns with differential expression even higher by QT-PCR vs. microarray. (**Fig. S2**). Overall, pattern and magnitude of expression across tissues compared to house keeping controls for each validation gene illustrated concordance across platforms.

### Validation of an Informative Database of Normal Canine Tissues: Functional Assessment of Organ Selective Gene Sets

One of the primary limitations predicted and observed during the course of our analysis was the relative lack of functional annotation for canine probesets and corresponding transcripts using resources such as NetAffx™, Ensembl and Entrez Gene. [22], [23], [24] For example, of the 42,860 non-control probesets on the Affymetrix Canine Version 2.0 GeneChip®, only 2,726 (6.4%) have at least one GO term associated. The frequency of GO term annotation is even lower when examining the tissue selective probeset lists such as canine brain where, out of 512 probesets, only 18 (3.5%) are currently annotated with GO terms. This limits the ability to get significant results when using default canine transcript annotations for functional analysis of overrepresented GO terms.

In order to overcome these limitations, we used an alternative approach to more completely annotate canine transcript information. Blast2GO-FAR (B2G-FAR) is a species-centered functional annotation repository enabling whole genome and Affymetrix platform specific transcript annotation. [22], [23], [24], [25] To the best of our knowledge, this resource provides the most extensive high-quality canine probeset and transcript annotations. Compared to NetAffx™ (6.4% probeset annotation), the B2G-FAR annotation file contains GO terms for 49.4% of all non-control probesets and more than 142,000 annotations total for the canine array. Next, we conducted functional enrichment analysis using tissue selective probeset lists for each organ. Analysis was conducted in Blast2GO, which uses GOSSIP to perform a one-sided Fisher's exact test with a modified false discovery rate (FDR) or family wise error rate (FWER) calculation to correct for multiple testing. [26] B2G-FAR annotations were used for the functional analysis of canine tissue selective probeset lists and complete results for the brain are shown in **Table S3**. For each organ, the top overrepresented GO terms (FDR 0.05) described known functions for the tissue as expected. For example, the brain selective probeset list was overrepresented by GO terms such as neurogenesis, synaptic transmission, neuron projection and other neuronal associated functions and processes. 

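GRIA2, a subunit of the AMPA glutamate receptor, had a mean log2 value of 11.56 ± 0.37 (SD, n = 4) in brain and 3.30 as the mean of the other 9, a fold change of 305 (adjusted p = 5.38e-35 from limma). GAD1, which makes the transmitter GABA, stood at 10.51 ± 0.57 (SD, n = 4) against 3.19 (fold change 160, adjusted p = 4.60e-32). NEFL, the light neurofilament of axons, stood at 11.67 ± 0.54 (SD, n = 4) against 3.57 (fold change 275, adjusted p = 3.92e-32). S100B, a calcium-binding protein of astrocytes, stood at 11.34 ± 0.49 (SD, n = 4) against 3.73 (fold change 196, adjusted p = 5.64e-30). MBP, a protein of the myelin sheath, stood at 7.54 ± 1.32 (SD, n = 4) against 3.54 (fold change 15.98, adjusted p = 3.60e-16). GRIN1, an NMDA receptor subunit, was not called, at 4.63 ± 0.18 (SD, n = 4) against 4.76. Of 25 measured genes of synapse and neurotransmission, 18 were higher in brain and none was lower (20 higher when adjusted over the list alone), and 8 were selective. Of 15 genes of neuronal cytoskeleton and projection, 13 were higher (13 when adjusted over the list alone) and 8 were selective. Of 11 markers of astrocytes and oligodendrocytes, 8 were higher and 1 lower (the same counts when adjusted over the list alone), and 2 were selective. The median of this astrocyte and oligodendrocyte list was 8.76 on brain 1 and 5.74, 6.09 and 6.41 on brain 2 to 4. The lower gene was ALDH1L1, a folate enzyme, at 5.57 ± 0.17 (SD, n = 4) in brain and 9.80 ± 0.37 (SD, n = 4) in kidney. Against the 15115 genes with a symbol, the adjusted p of the 1-sided Fisher's exact test for selective genes was 5.19e-10 for the synapse list, 5.43e-12 for the cytoskeleton list and 1.00e-02 for the glial list. With any probeset of a gene counted, 4 glial genes were selective (adjusted p = 2.57e-05).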

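SLC34A1, the sodium-phosphate cotransporter of the proximal tubule, had a mean log2 value of 12.54 ± 0.35 (SD, n = 4) in kidney and 3.41 as the mean of the other 9, a fold change of 559.6 (adjusted p = 8.32e-32 from limma). SLC5A12, a lactate transporter of the same segment, stood at 10.96 ± 0.30 (SD, n = 4) against 4.24 (fold change 105.5, adjusted p = 1.48e-21). CUBN, an endocytic receptor of the brush border, stood at 11.08 ± 0.51 (SD, n = 4) against 3.92, with jejunum next at 5.46 ± 2.09 (fold change 143, adjusted p = 4.57e-17). LRP2, its partner receptor, stood at 10.70 ± 0.10 (SD, n = 4) against 3.65 (fold change 133, adjusted p = 7.19e-27). SLC3A1, a chain of the cystine transporter, was not selective, at 10.11 ± 0.18 (SD, n = 4) in kidney and 10.64 ± 0.22 (SD, n = 4) in jejunum. FXYD2, a subunit of the sodium pump, stood at 12.17 ± 0.13 (SD, n = 4) in kidney and 8.22 ± 0.38 (SD, n = 3) in pancreas. SLC5A2, a glucose transporter, was not called, at 4.30 ± 0.09 (SD, n = 4) against 4.24. Of 23 measured genes of renal ion and solute transport, 20 were higher in kidney and none was lower (20 when adjusted over the list alone), and 8 were selective. Of 13 nephron segment markers, 10 were higher (10 when adjusted over the list alone) and 4 were selective. The adjusted p of the 1-sided Fisher's exact test was 3.16e-14 for the transport list and 2.09e-07 for the nephron list. Counting any probeset of a gene, 7 nephron genes were selective (adjusted p = 2.53e-13).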

Canine kidney was largely characterized by GO terms describing anion/cation transport as well as brush border and other membrane related terms. 

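MS4A1, the B cell surface protein CD20, had a mean log2 value of 9.67 ± 0.52 (SD, n = 4) in lymph node and 7.63 ± 2.12 (SD, n = 4) in spleen, with fold changes over the mean of the other 9 of 43.2 (adjusted p = 1.95e-13 from limma) and 8.96 (adjusted p = 3.94e-08). CD3E, a chain of the T cell receptor complex, stood at 9.20 ± 0.66 (SD, n = 4) in lymph node and 7.22 ± 1.89 (SD, n = 4) in spleen, where array 3 lay at 4.38. LCK, a kinase of T cell signalling, stood at 9.75 ± 0.78 (SD, n = 4) in lymph node and 7.75 ± 1.20 (SD, n = 4) in spleen. CCL19, a chemokine that guides lymphocytes into lymph nodes, stood at 9.88 ± 0.80 (SD, n = 4) in lymph node and 5.57 ± 0.52 (SD, n = 4) in spleen, and was selective for lymph node (fold change 41.7, adjusted p = 2.83e-19). CXCL13, which guides B cells into follicles, stood at 9.51 ± 0.40 (SD, n = 4) in lymph node and 7.06 ± 1.15 (SD, n = 4) in spleen. PAX5, a B cell transcription factor, was not called in lymph node, at 4.68 ± 0.31 (SD, n = 4) against 4.93. Of 9 measured B lymphocyte genes, 8 were higher in lymph node and 3 in spleen (8 and 3 when adjusted over the list alone). Of 10 T lymphocyte genes, 9 were higher in lymph node, 6 in spleen and 4 in jejunum (9 in lymph node and 7 in spleen when adjusted over the list alone). Of 11 chemokines and chemokine receptors, 8 were higher in lymph node and 2 in spleen (9 and 3 when adjusted over the list alone). None was lower in either tissue. After the housekeeping shift, more chemokines and chemokine receptors were higher in spleen, where the shift itself raised every probeset, by a mean of 0.34. No gene of the B or T lymphocyte list was selective for lymph node or spleen, and 1 of the chemokine list was, with an adjusted p of the 1-sided Fisher's exact test of 2.60e-02 over both tissues (2 genes and 4.79e-04 with any probeset of a gene counted). With enriched in place of selective genes, the adjusted p over both tissues was 1.15e-04 for the B lymphocyte list and 5.12e-08 for the T lymphocyte list. Without lymph node 1, the adjusted p for selective genes of the T lymphocyte list was 1.48e-02 in lymph node.

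**Figure D3:**
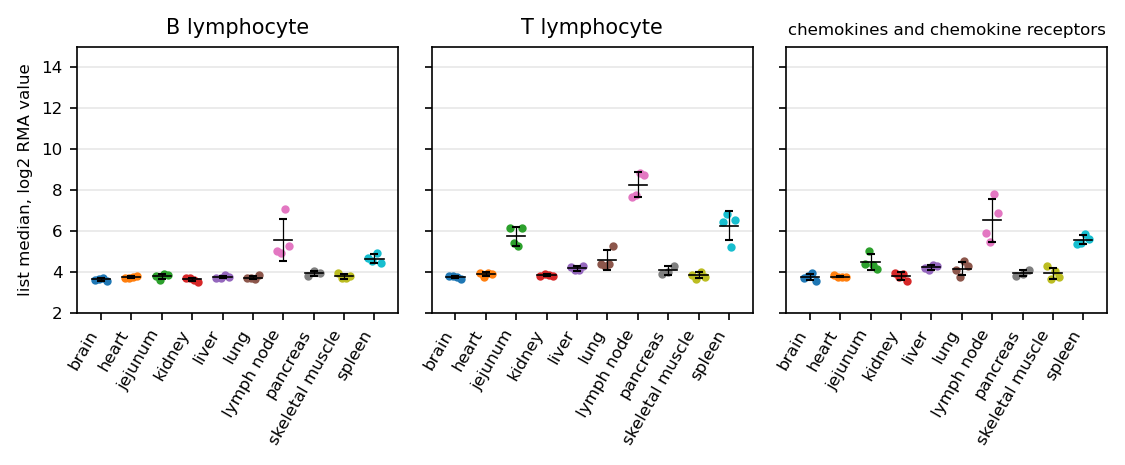
Median log2 RMA value per array of the B lymphocyte list, the T lymphocyte list and the list of chemokines and chemokine receptors, in the 10 tissues. Points are arrays, the line is the mean of a tissue and the bar its SD. The medians are highest in lymph node, where array 3 lies at 7.068 for the B lymphocyte list.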

The immune organs spleen and lymph node were analyzed together and, as expected, were described by GO terms such as immune response, chemokine activity and response to stress. Pancreas was characterized by GO terms representing digestion, cholinesterase and other enzymatic activity as well as extracellular region/space. 

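CTRB2, a chymotrypsinogen, had a mean log2 value of 13.39 ± 0.09 (SD, n = 3) in pancreas and 6.71 ± 2.29 (SD, n = 4) in skeletal muscle, the next tissue, with a fold change of 749 over the mean of the other 9 (adjusted p = 1.69e-16 from limma). CPA1, which removes amino acids from the ends of peptides, stood at 13.59 ± 0.09 (SD, n = 3) in pancreas and 6.53 ± 2.07 (SD, n = 4) in skeletal muscle (fold change 739, adjusted p = 4.63e-17). CEL, the bile salt-activated lipase that also splits cholesterol esters, stood at 13.49 ± 0.15 (SD, n = 3) in pancreas and 7.30 ± 2.85 (SD, n = 4) in skeletal muscle. SYCN, a protein of enzyme granules, stood at 13.58 ± 0.12 (SD, n = 3) in pancreas and 10.85 ± 0.54 (SD, n = 4) in jejunum. SERPINI2, a protease inhibitor of acinar cells, was selective at 12.41 ± 0.06 (SD, n = 3) against 3.45 (fold change 499, adjusted p = 5.78e-35). Among islet genes, SST stood at 9.17 ± 0.29 (SD, n = 3) in pancreas and 9.56 ± 0.54 (SD, n = 4) in brain. IAPP, which is released with insulin, stood at 7.80 ± 1.04 (SD, n = 3) against 3.57 (fold change 18.8, adjusted p = 5.14e-19). GCG, the glucagon precursor, stood at 7.93 ± 3.39 (SD, n = 3) in pancreas and 9.53 ± 1.45 (SD, n = 4) in jejunum. All 13 measured digestive enzyme genes were higher in pancreas (13 when adjusted over the list alone) and 3 were selective. Of 14 islet genes, 7 were higher in pancreas and none was lower (7 when adjusted over the list alone), 8 were higher in brain, and 2 were selective for pancreas. After the housekeeping shift, 13 islet genes were higher in pancreas. The shift added a mean of 0.78 to every probeset of the pancreas arrays, so the rise of this count follows from the shift itself. It is no result on islet genes. The adjusted p of the 1-sided Fisher's exact test was 6.39e-06 for the enzyme list and 8.79e-04 for the islet list. If any probeset of a gene counts, 7 enzyme genes were selective (adjusted p = 2.92e-14). Skeletal muscle arrays 1, 3 and 4 had enzyme list medians of 6.65, 7.77 and 8.88, against 3.67 over the 32 arrays of the other 8 tissues. Without those 3 arrays, a comparison chosen after seeing the data, 20 further probesets were selective for pancreas and 2 no longer were, and 9 enzyme genes were selective (adjusted p = 5.52e-20). CPA1 and CTRB2 were among those gained, as were RPH3AL and EDEM1, with fold changes of 0.857 and 0.470 in the skeletal muscle contrast.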

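HPX, the plasma protein that carries free heme, had a mean log2 value of 12.99 ± 0.05 (SD, n = 4) in liver and 3.57 as the mean of the other 9, a fold change of 684 (adjusted p = 1.47e-26 from limma). FGG, a chain of fibrinogen, stood at 12.94 ± 0.21 (SD, n = 4) against 3.81 (fold change 560.0, adjusted p = 1.65e-19). SERPINC1, the heparin-binding inhibitor antithrombin, stood at 11.95 ± 0.26 (SD, n = 4) against 4.27 (fold change 205, adjusted p = 5.19e-31). CYP2E1, a microsomal cytochrome P450, stood at 13.50 ± 0.07 (SD, n = 4) in liver and 5.73 ± 2.45 (SD, n = 4) in lung (fold change 535, adjusted p = 8.72e-16). ALB, the main plasma protein, stood at 13.63 ± 0.12 (SD, n = 4) in liver and 7.36 ± 4.28 (SD, n = 4) in lung. C1S, a protease of the classical complement pathway, was not selective, at 12.22 ± 0.23 (SD, n = 4) in liver and 10.92 ± 0.22 (SD, n = 4) in lymph node. ARG1, the urea cycle arginase, was not called, at 7.26 ± 0.39 (SD, n = 4) against 6.98. All 23 measured genes of complement and coagulation were higher in liver (23 when adjusted over the list alone) and 12 were selective. Of 20 genes of hepatic metabolism and plasma proteins, 19 were higher (19 when adjusted over the list alone) and 12 were selective. The adjusted p of the 1-sided Fisher's exact test was 6.60e-19 for the first list and 9.42e-20 for the second.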

The most specific liver associated GO terms were microsome/ER membrane, heparin and heme binding and complement activation, classical pathway. 

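APOA4, an apolipoprotein of dietary fat particles, had a mean log2 value of 13.04 ± 0.28 (SD, n = 4) in jejunum and 3.87 as the mean of the other 9 on its selective probeset, a fold change of 574 (adjusted p = 1.44e-21 from limma). RBP2, which carries vitamin A in absorptive cells, stood at 12.73 ± 0.20 (SD, n = 4) against 3.78 (fold change 496, adjusted p = 3.23e-26). MEP1B, a protease of the microvillus membrane, stood at 10.01 ± 0.31 (SD, n = 4) (fold change 120.1, adjusted p = 2.51e-36). FABP1, a carrier of fatty acids, was not selective, at 13.52 ± 0.23 (SD, n = 4) in jejunum and 10.03 ± 0.65 (SD, n = 4) in kidney. SI, the sucrase of the brush border, stood at 11.72 ± 0.39 (SD, n = 4) in jejunum and 6.80 ± 1.29 (SD, n = 4) in kidney. SLC15A1, a peptide transporter, stood at 11.45 ± 0.16 (SD, n = 4) in jejunum and 9.17 ± 0.87 (SD, n = 4) in liver. EPS8, an actin-capping protein of microvilli, was not called in jejunum, at 5.72 ± 0.67 (SD, n = 4), and stood at 7.56 ± 0.92 (SD, n = 4) in kidney. Of 29 measured genes of intestinal brush border and absorption, 25 were higher in jejunum and none was lower (26 when adjusted over the list alone). In kidney 10 of them were higher, and in liver 9. Of the list 7 genes were selective for jejunum (adjusted p = 1.49e-10, 1-sided Fisher's exact test).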

Canine jejunum was described by GO terms such as apical plasma membrane, intestinal absorption, microvillar actin bundle formation and various transporter related functions as expected for this organ. 

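SCGB1A1, a secretory protein of airway club cells, had a mean log2 value of 12.25 ± 0.19 (SD, n = 4) in lung and 6.10 ± 0.95 (SD, n = 3) in pancreas on its selective probeset, with a fold change of 271 over the mean of the other 9 (adjusted p = 8.66e-28 from limma). CLDN18, a tight junction protein of alveolar cells, stood at 10.23 ± 0.42 (SD, n = 4) against 3.57 (fold change 100.6, adjusted p = 7.63e-31). NKX2-1, a transcription factor of lung epithelium, was low but called, at 4.40 ± 0.83 (SD, n = 4) against 3.41 (fold change 1.99, adjusted p = 2.41e-06). AQP5, a water channel, was not called in lung, at 6.02 ± 1.14 (SD, n = 4), and stood at 7.86 ± 1.76 (SD, n = 3) in pancreas. FOXJ1, a regulator of cilia, was not called, at 3.56 ± 0.10 (SD, n = 4) against 3.51. Of 17 measured genes of surfactant and alveolar epithelium, 15 were higher in lung and none was lower (15 when adjusted over the list alone). Of the list 4 genes were selective (adjusted p = 1.68e-07, 1-sided Fisher's exact test).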

Canine lung was characterized by the fewest number of overrepresented GO terms, primarily regulation of liquid surface tension, respiratory gaseous exchange and extracellular region/space. Notably, the heart selective gene list specifically described cardiac functions which did not overlap with the skeletal muscle tissue selective gene list even though both tissues share many other overlapping GO terms representing general striated muscle function and striated muscle components.

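TNNT2, the cardiac troponin T, had a mean log2 value of 13.57 ± 0.19 (SD, n = 4) in heart and 4.82 ± 1.01 (SD, n = 4) in skeletal muscle, with a fold change of 750.2 over the mean of the other 9 (adjusted p = 6.90e-28 from limma). MYBPC3, the cardiac myosin binding protein C, stood at 11.69 ± 0.09 (SD, n = 4) in heart and 4.05 ± 0.19 (SD, n = 4) in skeletal muscle (fold change 228, adjusted p = 6.82e-39). MYL7, the atrial light chain of myosin, stood at 11.78 ± 0.55 (SD, n = 4) in heart (fold change 208, adjusted p = 3.01e-23). In skeletal muscle, MYL1, a light chain of fast fibres, stood at 13.53 ± 0.21 (SD, n = 4) against a mean of the other 9 of 3.99 (fold change 742, adjusted p = 1.65e-14). TNNI2, the fast troponin I, stood at 12.92 ± 0.52 (SD, n = 4) against 3.47 (fold change 702, adjusted p = 2.09e-24). ACTN3, an actinin of fast fibres, stood at 11.61 ± 0.42 (SD, n = 4) against 3.78 (fold change 228.4, adjusted p = 2.00e-34). TNNC1, the slow and cardiac troponin C, stood at 13.35 ± 0.03 (SD, n = 4) in heart and 12.92 ± 0.26 (SD, n = 4) in skeletal muscle. MB, which stores oxygen, stood at 13.03 ± 0.07 and 12.37 ± 1.20 (SD, n = 4 each). LMOD3, which lengthens thin filaments, stood at 4.19 ± 0.09 in heart, where it was not called, and 8.46 ± 1.12 in skeletal muscle (SD, n = 4 each). Of 19 measured cardiac muscle genes, 15 were higher in heart and none was lower (15 when adjusted over the list alone), and in skeletal muscle 4 were higher and 4 lower. Of 24 genes of fast and slow skeletal muscle, 19 were higher in skeletal muscle and none was lower (20 higher and 1 lower when adjusted over the list alone). Of 22 shared striated muscle genes, 21 were higher in heart and 22 in skeletal muscle (21 and 22 when adjusted over the list alone). Selective for heart were 5 genes of the cardiac list (adjusted p = 8.14e-11, 1-sided Fisher's exact test) and none of the shared list (1 with any probeset of a gene counted, adjusted p = 8.00e-02). Selective for skeletal muscle were 13 genes of the skeletal list (adjusted p = 6.11e-28) and 2 of the shared list (adjusted p = 2.41e-03), and the last value was 8.91e-02 without skeletal muscle 1, 7.67e-02 after the housekeeping shift and 1.14e-01 without skeletal muscle arrays 1, 3 and 4 (chosen after seeing the data). Of the 286 probesets enriched in heart and not selective, 235 were above 3-fold in skeletal muscle. Of the 275 enriched in skeletal muscle and not selective, 240 were above 3-fold in heart.

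**Figure D4:**
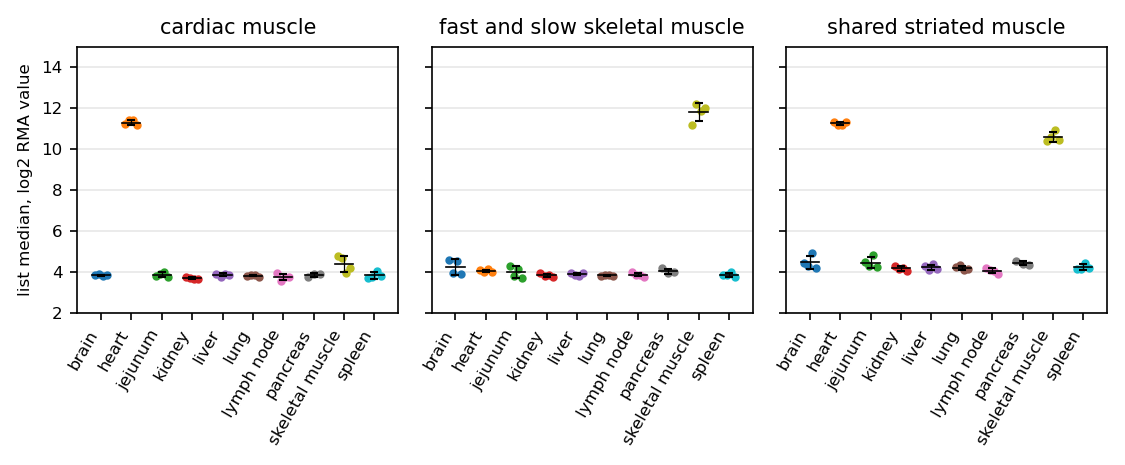
Median log2 RMA value per array of the cardiac muscle list, the list of fast and slow skeletal muscle and the shared striated muscle list, in the 10 tissues. Points are arrays, the line is the mean of a tissue and the bar its SD. The first list is high in heart alone, the next in skeletal muscle alone and the last in both.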

Taken together, the results of our gene expression and functional analysis suggest that the canine normal tissue dataset accurately reflects a biologically meaningful transcriptional profile for each tissue. Furthermore, the analysis of the canine data set using B2G-FAR supports the value of this investigative tool for the functional annotation of data sets where complete conventional annotation is not yet available.

### Cross-Species Comparisons Between Canine and Human Orthologs

Orthologous genes are derived from a common ancestral gene and retain similar function. Therefore, it is expected that a comparison of canine and human orthologous gene expression, in matched tissues, should result in clustering based on tissue rather than by species. In order to test this hypothesis, we analyzed Affymetrix human U133A raw data previously published as part of the Novartis Human Normal Tissue Compendium. [20] In cases where there were no matched tissues (jejunum and spleen), raw data in the form of .CEL files were collected from the Gene Expression Omnibus (GEO). [27] Expression values for the human normal tissue data set were determined using identical analysis parameters to the canine normal tissue data (see Methods). Next, both the human and canine data sets were filtered to retain only best sequence matched orthologous probesets, as defined using the Affymetrix Netaffx™ website. In cases where there were more than one probeset representing the same gene symbol, the maximum expression value was used so that there was only a single expression measure for each gene. Expression measures for each gene were z-score transformed for each species independently to allow for subsequent comparison on the same scale. The two datasets were then merged by matching gene symbols resulting in standardized expression measures for 2,598 transcripts.

As shown in **Fig. 2A**, hierarchical clustering with bootstrap resampling revealed that samples mainly grouped together based on tissue type rather than by species. In addition, sample grouping was consistent with overlapping anatomical functions and/or cellular composition. For example, lymph node, spleen and lung grouped together in a clade separate from all other tissues (branch point 13). These tissues grouped similarly based on shared expression of genes involved in immune response/functions. Canine lung and spleen were the only two examples of ambiguous cluster assignment at the final branch point. Brain, skeletal muscle and heart also form a distinct clade (branch point 17) while kidney, liver, pancreas and jejunum group together in a final cluster (branch point 16). These results are consistent with our previous hierarchical cluster analysis using all canine tissue replicates and more than 10,000 probesets (**Fig. 1B**). In addition, these results suggest that orthologous canine and human genes share similar tissue enriched and/or tissue selective expression patterns. Next, a multi-factor ANOVA was conducted in order to determine genes differentially expressed based on tissue. After correcting for multiple testing (FDR = 0.001), this resulted in the identification of 294 transcripts which were then analyzed by hierarchical clustering to find tissue enriched and tissue specific orthologous gene clusters. As shown in **Fig. 2B**, the overall structure of sample clustering remained the same with the notable exception being brain, which now separated into a distinct branch due to the high number of very tissue selective transcripts compared to all other tissues. Taken together, this comparative analysis provides further validation of the quality and consistency of the canine expression dataset and suggests the opportunity to add value to the data set from cross-species analysis.

**Figure 2:**
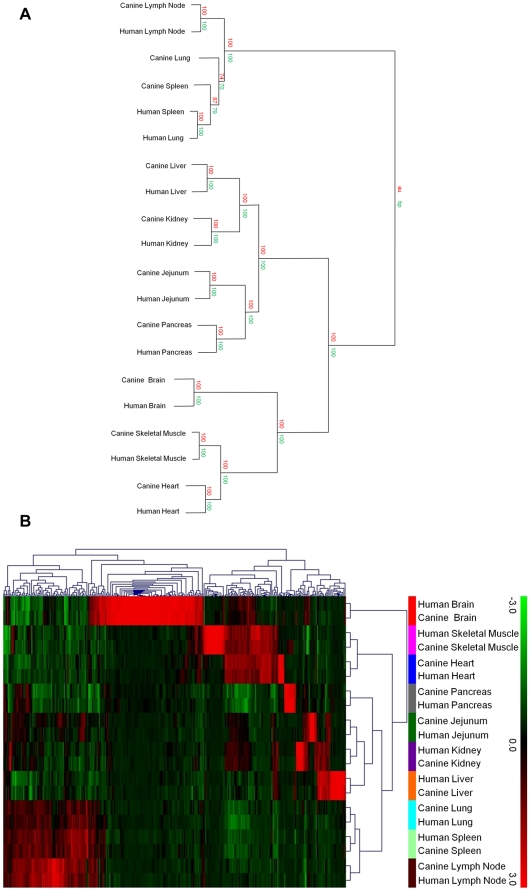
Hierarchical clustering defines relationships between canine and human normal tissues. Orthologous probesets from canine and human Affymetrix gene expression platforms were mapped using NetAffx™ “best sequence” matches. In cases where there were multiple probesets representing the same gene symbol, the one with highest expression was used. This resulted in a total of 2,598 expression measures for comparison between species. No prior information about differential expression was used. The only filtering done was to exclude probesets in each species that were not expressed in at least one tissue. **A**. Hierarchical clustering of canine and human matched tissues based on 2,598 sequence matched orthologous probesets. Sample distances were calculated using Pearson correlation metrics and clusters joined using Ward linkage. Bootstrap re-sampling was conducted (10,000 iterations) in order to determine cluster stability. Confidence measures for multi-level bootstrap analysis are based on approximately unbiased p-values (AU), and simple bootstrap analysis probabilities (BP) for each node of the dendrogram, which are labeled numerically. **B**. Hierarchical clustering of samples and genes was conducted using 294 probesets differentially expressed in at least one tissue based on multi-factor ANOVA (species and tissue). Euclidean distance measure and complete linkage was used for clustering. Within the heatmap, red denotes greater relative expression whereas green denotes lower.

### Using Normal Tissue Gene Expression Data and Comparative Genomics to Redefine Affymetrix Canine Probeset Annotation

A limitation encountered during our study was the large number of probesets for which no canine gene has been assigned (**Table S1**). Out of the 42,860 total probesets on the canine version 2.0 array, 11,339 (27%) have no gene symbol or gene name attributed using NetAffx™ annotations. 

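In the probe table used here, 13167 of the 42860 probesets (30.7%) carry no symbol. The F test called 49.4% of them, against 56.8% of the probesets with a symbol. Their median value over all arrays was 3.80, against 4.12 for probesets with a symbol. Among selective probesets, the share without a symbol was 42.8% in brain, 39.4% in heart, 29.2% in lymph node and 28.9% in lung. It was 26.0% in kidney, 25.0% in spleen, 20.9% in jejunum, 18.9% in skeletal muscle, 18.8% in liver and 10.6% in pancreas.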

In order to demonstrate that these unidentified probesets, alone, can provide important information regarding tissue selective gene expression we conducted principle component analysis. As shown in **Fig. 3A**, these probesets, without any prior filtering, were able to clearly separate sample replicates based on tissue. This was especially true for canine brain, pancreas, skeletal muscle and heart. However, it is unclear which transcripts these probesets are assessing and since many are highly expressed in a tissue selective manner it would be of interest to know this information. 

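On the first 3 components of the 13167 probesets without a symbol, pancreas (1.025) and brain (0.949) stood farthest from the nearest other tissue, followed by heart and skeletal muscle (0.414 each). This distance between centres, divided by the mean distance of its arrays from their own centre, was 5.49 in brain, 5.01 in pancreas and 4.79 in lung. It was 3.70 in heart, 2.00 in kidney, 1.46 in liver, 1.42 in jejunum and 1.02 in skeletal muscle. Lymph node (0.726) and spleen (0.588) were closer to each other than their own arrays lay to their centres. The components explained 23.4%, 10.8% and 7.98% of the variance, together 42.1% (jackknife SE 2.34). An array of the same tissue was nearest for 27 of the 39 arrays. With values centred but not scaled, the components explained 53.6% and an array of the same tissue was nearest for 36. The same analysis of the probesets with a symbol gave 38.8% and 30 arrays.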

As a proof of concept, we developed an approach to re-map a subset of the top brain selective probesets for which no gene identifying information was available. This serves to describe a process for further annotation of canine transcripts and genes across all tissues, normal and diseased.

**Figure 3:**
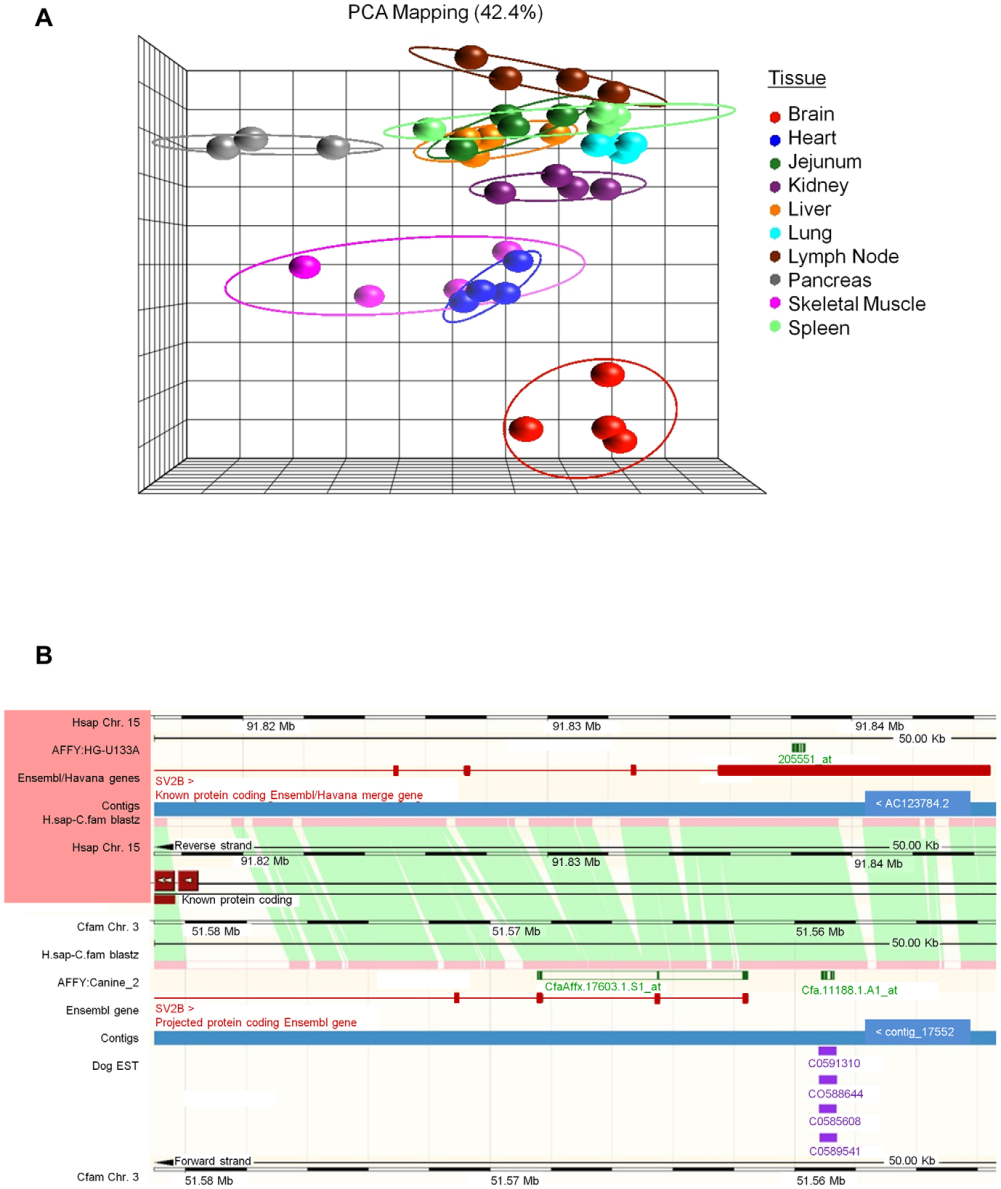
Resolution of transcript assignment for canine probesets mapping to the *SV2B* gene locus. **A**. Principle component analysis of all 11,339 canine probesets with no gene identifier associated. **B**. Ensembl BLASTZ pairwise genomic alignment of human chromosome 15 (top panel) and canine chromosome 3 (bottom panel) centered on the 3′ region of the *SV2B* gene locus. Affymetrix human U133A probeset, 205551_at (SV2B), and canine_2 probesets, CfaAffx.17603.1.S1_at (SV2B) and Cfa.11188.1.A1_at (unidentified) are aligned to their corresponding genomic regions. Canine EST evidence is shown in purple.

First, Affymetrix probeset identifiers were used to query Ensembl where genomic and transcript linked information was gathered. For example, canine probeset, Cfa.11188.1.A1_at, aligned to a region immediately 3′ to, but not included as part of, the predicted canine *SV2B* gene (**Fig. 3B**). This may explain the lack of gene symbol, gene name or GO term annotations using Netaffx™. Next, a BLASTZ pairwise alignment between the canine and human genomic sequences revealed this region to be syntenic to human chromosome 15. [28] Additional features were mapped to the pairwise alignment including the position of other canine or human probesets for the locus as well as canine EST evidence and known human transcripts.

*SV2B*, synaptic vesicle glycoprotein 2B, is a known 1-to-1 canine/human ortholog listed in both the Ensembl and Homologene databases and shares 91.9% nucleotide sequence identity and 95.6% at the amino acid level for the predicted protein product [24]. Closer inspection of the gene structure, including intron/exon boundries and non-coding sequences, revealed the primary difference between the two gene annotations was the shorter predicted length of the 3′ untranslated region (UTR) in canine, even though this region is highly conserved. The automated gene annotation process currently employed by Ensembl uses a default UTR length, calculated as the highest of either the mean or the median of all annotated UTRs for a given species [22]. However, multiple lines of EST and ortholog expression evidence suggest the canine *SV2B* 3′ untranslated region may extend further than predicted. Through Bio-GPS/Novartis Symatlas (http://biogps.gnf.org) physical mapping of human *SV2B* exhibits a highly brain specific expression pattern. In addition, canine probeset, Cfa.11188.1.A1_at, physically aligns to the same orthologous region as the human Affymetrix U133A probeset 205551_at. Interestingly, NetAffx™ does list a different canine probeset for the *SV2B* gene, CfaAffx.17603.1.S1_at, which maps to the predicted protein coding sequence. However, only 10/11 probes match the CanFam 2.0 genome assembly and the individual probes are spread out over multiple exons (**Fig. 3B**). In addition, the expression values for this probeset in all canine samples, regardless of tissue, are extremely low (**Fig. 4**). 

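The probeset listed for SV2B, a glycoprotein of synaptic vesicles, had a mean log2 value of 3.53 ± 0.11 (SD, n = 4) in brain, with arrays from 3.44 to 3.68. The tissue means of the other 9 ranged from 3.23 to 3.49, with pancreas the highest at 3.49 ± 0.05 (SD, n = 3). The brain contrast gave a fold change of 1.16 (adjusted p = 1.04e-03 from limma) and was not called. These means lie below the lowest array median of all probesets, 3.95.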

One possibility is that one or more exons are alternatively spliced resulting in decreased sensitivity for this probeset.

**Figure 4:**
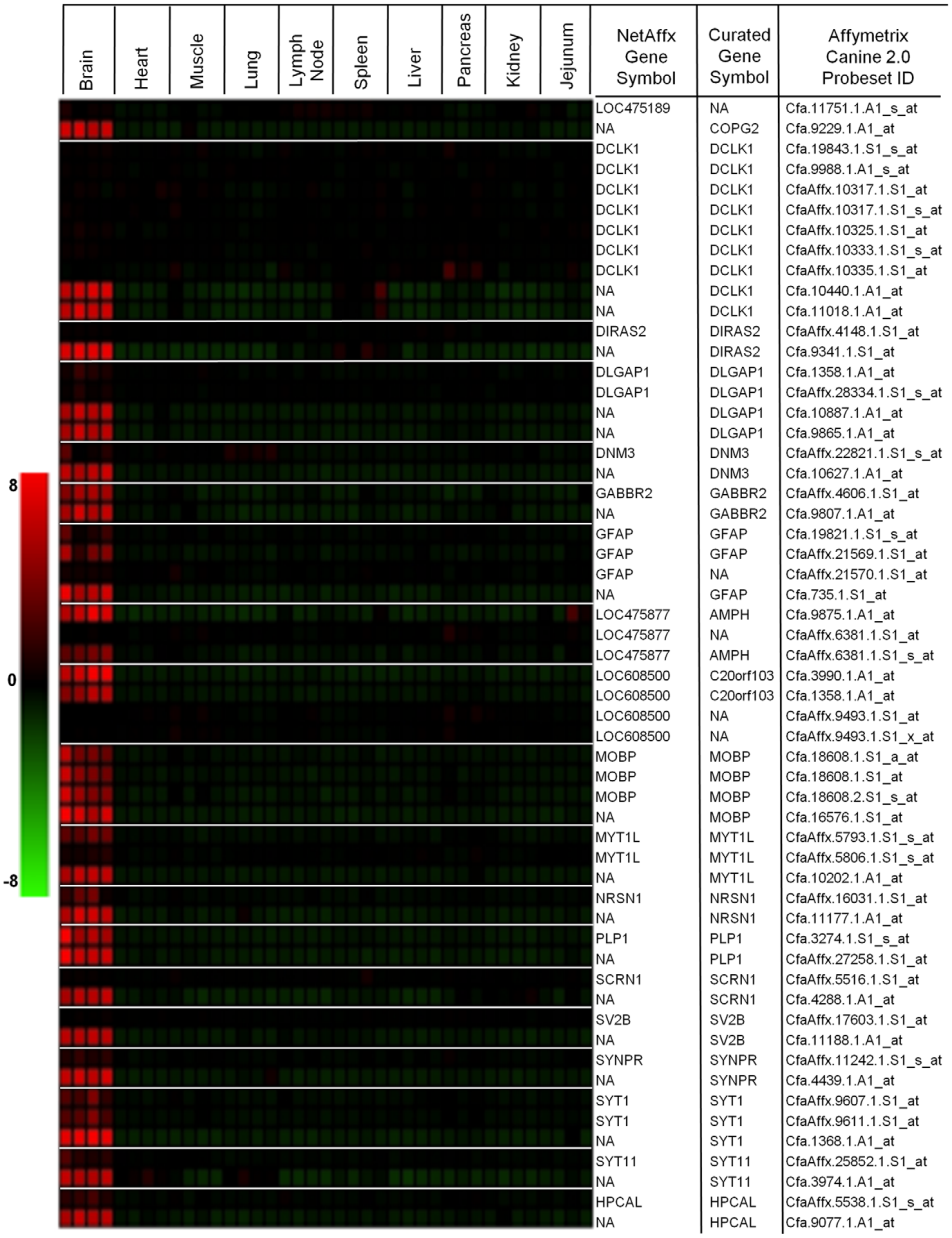
Use of canine-human comparative genomics and expression analysis to improve annotation of canine probesets. Canine brain had the greatest number of probesets without a gene symbol or gene name assigned. As proof-of-concept, these probesets within the top 50 canine brain selective list were re-mapped and underwent manual curation to link transcript information to expression data. Heatmap representing expression values for NetAffx™ unassigned canine probesets (NA) as well as LOC designated probesets in the top 50 brain selective expression list. Following manual curation the newly assigned gene symbols (curated gene symbol) are shown. Once these probesets were mapped to a known transcript, all other canine probesets for that transcript on the canine version 2.0 array were subsequently re-mapped and their relative expression is shown for comparison. In cases where the curated gene symbol is represented by (NA), this denotes that the probeset mapped unambiguously to an intronic region. Red represents increased and green decreased log-fold expression compared to the mean of all other tissues.

Taken with our assessment of its tissue selective expression pattern, our results support an alternative probeset annotation for the *SV2B* gene. This manual annotation process was repeated for the 21 remaining canine probesets with no gene symbol in the brain top 50 tissue selective probeset list (**Table S2**). 

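The probeset re-mapped in the paper, which carries no symbol, had a mean log2 value of 10.06 ± 0.13 (SD, n = 4) in brain and 3.36 as the mean of the other 9. The highest single array outside brain lay at 3.83, and the lowest in brain at 9.96. The contrast gave a fold change of 103.8 (adjusted p = 2.93e-35 from limma) and the probeset was selective. This probeset came from the paper's brain selective list of the same arrays, so its selectivity here repeats that choice. From its alignment to the genome beside the gene, EST evidence, a human probeset of the same region and its selective expression, the paper proposes an alternative probeset annotation for SV2B.

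**Figure D5:**
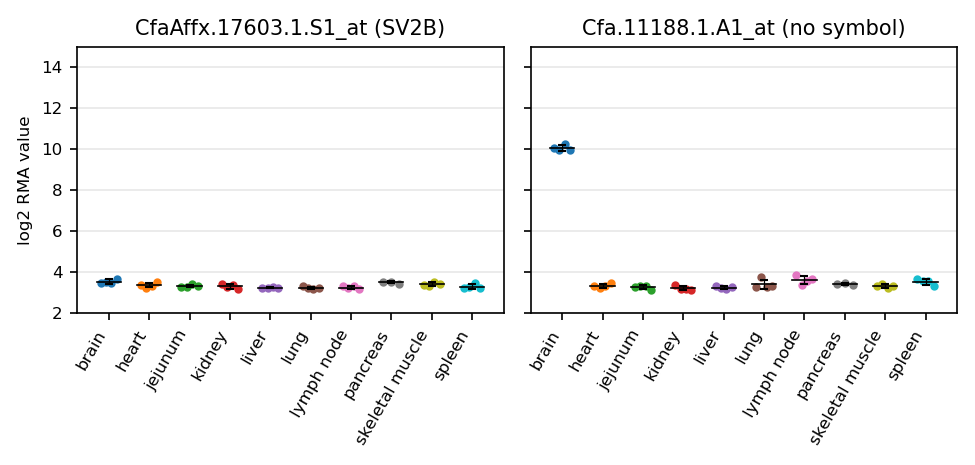
Log2 RMA value in the 10 tissues of the probeset listed for SV2B (left) and of the probeset without a symbol (right). Points are arrays, the line is the mean of a tissue and the bar its SD. The first lies between 3.23 and 3.53 in all tissue means, and the second lies at 10.06 in brain.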

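Among the 53 probesets of Fig. 4, the 19 without a symbol in the paper were all called, enriched and selective for brain in these values. The paper took these 19 from its top brain selective list of the same arrays, so this outcome was largely fixed by that choice. The highest had a mean log2 value of 11.78 ± 0.27 (SD, n = 4) in brain against 3.32 as the mean of the other 9, a fold change of 350.4. The lowest fold change of the 19 was 93.5. Every brain array lay above every other array for all 19, and none carries a symbol in the probe table used here. Of the 34 probesets with a symbol, 24 were higher in brain, and 11 were enriched and selective. Not all of these came from the paper's selective list, so the groups cannot be compared on selectivity. LAMP5, a membrane protein of vesicles in neurons, stood at 11.29 ± 0.87 (SD, n = 4) against 3.38 (fold change 240.8, adjusted p = 7.26e-29 from limma), and was not called on its other probesets, at 3.63 ± 0.04 and 3.45 ± 0.08 (SD, n = 4 each). AMPH, which bends membranes during vesicle uptake, stood at 11.32 ± 0.83 (SD, n = 4) (fold change 180.2, adjusted p = 3.04e-20), and 8.89 ± 0.60 and 3.91 ± 0.15 on its other probesets. GABBR2, a GABA receptor subunit, stood at 9.95 ± 0.61 (SD, n = 4) against 4.28. DNM3, a membrane-pinching GTPase, stood at 5.38 ± 1.27 (SD, n = 4) against 4.09 (fold change 2.44, adjusted p = 1.49e-05). NRSN1, a vesicle protein of neurons, stood at 5.99 ± 1.53 (SD, n = 4) against 3.41 (fold change 6.00, adjusted p = 7.71e-10). The 7 probesets with the symbol DCLK1, for a kinase that binds microtubules, had fold changes from 0.898 to 1.363. Those at 1.363 and 1.287 were called. The probesets without a symbol that the paper assigns to DCLK1 had fold changes of 184 and 157.9. Those it assigns to DNM3 and NRSN1 had 113 and 138.3.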

A heatmap representing mean centered expression values for these probesets, demonstrating their tissue selectivity, is shown in **Fig. 4**. Additional examples of the manual curation process for these probesets are shown in **Fig. S3, S4, S5, S6**. This was done to demonstrate proof-of-concept for our approach and to provide an example for how this canine normal tissue expression data can be used for comparative genomic studies.

### Establishment of a Canine Normal Tissue Database

A publicly available, web accessible database (Canine Normal Tissue Database) was created from this dataset to allow other researchers to query individual gene expression across canine normal tissues. This database is available through the NCI Comparative Oncology Program website ccr.cancer.gov/resources/cop. Raw data (Affymetrix .cel files) can also be downloaded directly from this site for use as controls in other canine genomic analyses. The Canine Normal Tissue Database was developed to allow parallel viewing of gene expression with the (human) Oncogenomics Normal Tissue database, available via a web-based interface described previously ntddb.abcc.ncifcrf.gov/cgi-bin/nltissue.pl [15].

## Discussion

This work represents the first compiled dataset of canine normal organ gene expression profiles. In order to provide a descriptive dataset we used several biological replicates per organ representing both pure bred (beagle) and mixed breed dogs of both sexes and of varying ages. The ten tissues chosen for this study represent a broad selection of organs that are informative across research communities involved in canine health and disease as well as those interested in toxicogenomics or comparative genomics.

The informative value of this canine normal tissue expression dataset was supported in several ways. Organ defining expression data and functional analysis distinguished normal canine tissues. Analysis of expression profiles, by principle component analysis and bootstrapped hierarchical clustering, established that biological replicates grouped together based on tissue of origin demonstrating internal consistency in the dataset. In addition, each organ clustered in a manner consistent with anatomical function and/or cellular composition, similar to what has been published previously for human studies [12], [13], [14], [15]. These results were further supported by our analysis of canine and human orthologous gene expression which demonstrated reproducible clustering based on organ type driven by tissue enriched and tissue selective gene expression profiles. The identification of gene expression profiles with similarity to published human data allowed us to further demonstrate the value of this dataset by informing canine gene and probeset annotation. Exemplified by our annotation of brain specific transcripts, we demonstrated that gene identifiers can now be more confidently linked to previously unknown probesets so as to yield a more complete and functional view of canine gene expression across all tissues.

To enable researchers' access to this comprehensive dataset, a web accessible database was constructed. This allows users to quickly and easily evaluate gene expression across canine tissues using various gene identifiers. In addition, comparative gene expression analysis can be conducted between canine and human normal tissue gene expression. Raw data is also available from this web interface and can be used as uniform normal tissue controls and comparators in future canine genomic analyses as well as for end user specific pre-processing options. Use of the Affymetrix Canine Version 2.0 GeneChip® platform for this study enables a standardized approach for further database growth. Additional samples can easily be incorporated in the future including an expanded repertoire of organ samples as well as experimental data representing diseased tissue from matched canine organs. This gene expression dataset will be of interest to both basic and translational scientists interested in understanding canine health and disease and to advance the dog as a post-genomic species used in biomedical research.

The public release of the canine genome draft in 2005 was pivotal in advancing the study of disease in the dog by broadening the opportunity for advanced high throughput “omic” analyses [2]. This genomic sequencing data, together with the development of the Affymetrix Canine Version 2.0 GeneChip®, provided the opportunity to develop a canine normal tissue gene expression database. One of the goals of the National Cancer Institute's Comparative Oncology Program (NCI-COP) is to include companion animals with cancer in the mainstream of cancer research [1], [5], [29]. One of the mechanisms for accomplishing this goal is through careful genomic and proteomic analysis of cancers in dogs. Interest by academia, industry and regulatory agencies has fueled new collaborations between the human and animal health communities to understand and treat cancer in the dog. These expanding relationships provide an opportunity for a win-win outcome for dogs and humans. We believe the establishment of a canine normal tissue expression database and its public availability will play an integral role in advancing the study of canine disease as well as enable inter-species comparisons of common diseases. In doing so, this promises to improve the health of dogs and humans with cancer and other diseases. [8], [30]

The need for canine normal tissue expression database emerged from challenges presented to us in our own work in comparative genomics, initially in osteosarcoma [31]. The interpretation of comparative genomic data requires an understanding of the gene expression profiles of normal human and canine tissues. Furthermore, improvements in gene and transcript annotation are necessary to more completely define data emerging from gene expression experiments. The opportunity to rapidly query an existing and robustly annotated database of normal canine tissues would have hastened the completion of our studies and substantially reduced costs. Our previous work is an example of many similar studies that would benefit from a common characterization of canine normal tissues. [7], [9], [32], [33], [34]

In summary, this work establishes a validated database of canine normal tissue gene expression data making genomic characterization of diseased states in the dog, like cancer and others, less expensive and expedient. This publicly available database can be queried for canine and human gene expression patterns across matched normal tissues. It is our expectation that this data will lead to improvements in our understanding of diseases and conditions that afflict both dogs and humans.

## Materials and Methods

### Canine tissue samples

Forty (40) pathologically normal organ samples were collected from four dogs, 10 organs from each dog. They included two males and two females ranging in age from 3 months to 6 years of age. Two of the animals were beagles and two were mixed breed dogs. Organ samples included the pancreas, kidney, liver, lung, heart, skeletal muscle, jejunum, cerebrum, spleen and peripheral lymph node. Samples were collected and frozen in RNAlater® within 30 minutes of collection. All samples were stored at – 80°C until processing.

### RNA extraction and Affymetrix microarray processing

RNA was extracted from all samples using TRIzol® according to manufacturers instructions (Invitrogen, Carlsbad, CA). Samples were then further purified using Qiagen miniprep RNA clean up (Qiagen, Valencia, CA) as per Affymetrix protocols for array preparation. Samples were quantified and assessed for quality using a Bioanalyzer 2100 instrument (Agilent Technologies, Palo Alto, CA). Five micrograms of purified RNA was reverse transcribed and used to make cRNA. Samples were hybridized to Canine Genome Version 2.0 Affymetrix oligonucleotide arrays according to manufacturers instructions (Affymetrix, Santa Clara, CA) at the NCI Microarray Core Facility (Frederick, MD).

### Analysis of canine differential gene expression

Affymetrix .cel files containing the raw, probe level signal intensities, were analyzed using Partek® software, version 6.4 (build 6.09.0310, Copyright 1993–2009, Partek Inc. Partek and all other Partek Inc. product or service names are registered trademarks or trademarks of Partek Inc., St. Louis, MO, USA.). Robust multichip averaging (RMA) was used for pre-processing of probe level data (using only interrogating probes) including pre-background adjustment for GC content and probe sequence followed by RMA background correction. All chips underwent quantile normalization and probeset summaries were median polished [35].

Analysis of variance (ANOVA) was used to determine statistically significant differences in probeset signal intensities between organ types. Categorical variables included in the ANOVA model were tissue type and scan date (random variable). Contrasts included single tissues versus the remaining nine tissues. Adjusted p-values were obtained using a Benjamini-Hochberg step-up procedure to control the false discovery rate (FDR) (set at 0.001) [36]. Least-square mean signal intensities were used in the analysis in order to account for the unbalanced experimental design following exclusion of the single pancreas sample. Lists of differentially expressed probesets for each organ were generated based on FDR corrected p-values obtained from contrasts built into the ANOVA model. These lists were further filtered to identify tissue selective genes using an arbitrary cut-off of greater than 10-fold increased in one organ compared to the median expression value in all other organs and no greater than 3-fold over mean expression in any other tissue.

### Principle component analysis

To analyze the relationships of all canine sample replicates as a means of identifying outliers, we conducted principle component analysis on all samples and probesets initially (**Fig. S1**). This assessment revealed a single sample (one pancreas sample) to be an outlier based on the relative distribution of all other replicates for each tissue as well as the other three biological replicates for the pancreas and lack of expression of classic pancreatic genes such as insulin, pancreatic secretory trypsin inhibitor precursor, elastase 1 and carboxypeptidase B1 (data not shown). Therefore, we repeated the Affymetrix .cel file import process using the remaining 39 samples and re-processed the data as above.

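In the 3 pancreas arrays that remain, INS, the insulin precursor, had a mean log2 value of 10.23 ± 0.22 (SD, n = 3) and 3.24 as the mean of the other 9, a fold change of 127 (adjusted p = 6.10e-38 from limma). SPINK1, the secretory trypsin inhibitor, stood at 12.90 ± 0.30 (SD, n = 3) against 3.47 (fold change 689, adjusted p = 2.18e-26). CELA1, elastase 1, stood at 13.14 ± 0.10 (SD, n = 3) against 3.89 (fold change 611.2, adjusted p = 5.41e-15). CPB1, carboxypeptidase B1, stood at 13.51 ± 0.21 (SD, n = 3) against 4.25 (fold change 615.5, adjusted p = 1.12e-12). INS, SPINK1 and CELA1 were selective. CPB1 was not, since skeletal muscle stood at 7.60 ± 2.66 (SD, n = 4), with arrays 1 to 4 at 8.00, 3.79, 8.70 and 9.92. CPB1 lay at 7.46 on brain array 3 and 6.07 on lymph node array 4, where CELA1 lay at 6.22. On the same 4 arrays CELA1 lay at 4.71, 3.38, 4.65 and 9.14, SPINK1 at 4.70, 3.28, 4.41 and 5.84, and INS between 3.03 and 3.32. The array that the paper left out is not among the 39 and was not analysed here.

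**Figure D6:**
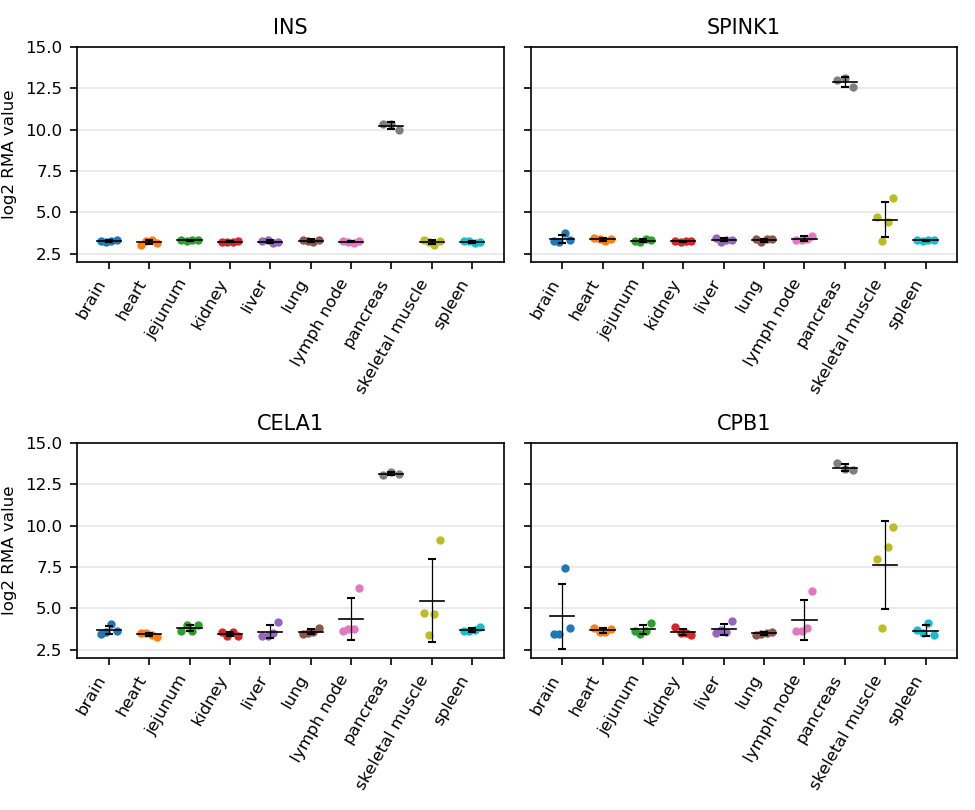
Log2 RMA value of INS, SPINK1, CELA1 and CPB1 in the 10 tissues. Points are arrays, the line is the mean of a tissue and the bar its SD. The genes lie at 10.23, 12.90, 13.14 and 13.51 in pancreas, CPB1 lies above 7 on skeletal muscle arrays 1, 3 and 4 and on brain array 3, and CELA1 on skeletal muscle array 4.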

### Quantitative RT-PCR Validation

For quantitative RT-PCR validation of microarray results, an independent set of RNA from each of nine tissues was purchased commercially (Zyagen Laboratories, San Diego, CA). cDNA synthesis reactions were conducted using 100ng of total RNA and reverse transcribed using the iScriptTM cDNA synthesis kit according to manufacturers instructions (Bio-Rad, Hercules, CA). Diluted cDNA (1∶3) was used as template for Taqman based PCR reactions using the iQTM Supermix according to manufacurers instructions (Bio-Rad, Hercules, CA). The final concentration of each primer was 500 nM and each probe 250 nM for all primer/probe combinations. PCR reactions were conducted using an iQ5 thermocycler (Bio-Rad, Hercules, CA). Thermocycling conditions were as follows: 95C for 3 minutes followed by 35 cycles of 95C for 5 seconds and 60C for 25 seconds. For quantitation, samples were normalized using 18S as the reference and each sample was compared to the group mean threshold cycle value in order to determine normalized, log-fold expression. [37] The following transcript specific oligonucleotide primers and 5′-6-FAM-internal ZEN-3′-Iowa Black® probes were synthesized by Integrated DNA Technologies (Coralville, Iowa): Gene: Uromodulin (UMOD)

Probe: 5′-/56-FAM/ATCATAGAC/ZEN/CAAAGCCGCGTCCTG/3IABKFQ/-3′

Primer1: 5′-TGTGAAGTGTATCTCTGCGAC-3′

Primer2: 5′-CCTTGAGACCACTGCCTG-3′

Gene: Hepatic Lipase (LIPC)

Probe: 5′-/56-FAM/TCCCCCAAA/ZEN/CCCAGGAGAAAACC/3IABKFQ/-3′

Primer1: 5′-AGAGTTTATGTCGCACCTCAC-3′

Primer2: 5′-CACCATCAAAGTCAAAGCAGG-3′

Gene: Reticulon 1 (RTN1)

Probe: 5′-/56-FAM/CCTTTTAGC/ZEN/GCCTGGGATTTTAGCCT/3IABKFQ/-3′

Primer1: 5′-ACCCGTAGTGTATGTTAAGCAC-3′

Primer2: 5′-GGTGGGACATCGATTTACTCAG-3′

Gene: 18S

Probe: 5′-/56-FAM/GCGACGACC/ZEN/CATTCGAACGT/3IABKFQ/-3′

Primer1: 5′-TTTGGTGACTCTAGATAACCTCGGGC-3′

Primer2: 5′-ACCATCGAAAGTTGATAGGGCAG-3′

### Hierarchical clustering

Agglomerative hierarchical clustering of biological replicates was done following ANOVA using probesets filtered on FDR (0.001) corrected p-values. In cases where there were multiple probesets for the same gene symbol, the maximum intensity value was used to arrive at a single expression measure for each gene. Gene expression values were median centered and normalized to a standard deviation of 1. Between sample and between gene distances were calculated using Pearson dissimilarity as the measure and Ward linkage was used to join clusters unless otherwise noted. For between sample comparisons, bootstrap re-sampling (either 1,000 or 10,000 iterations as indicated) was conducted in order to determine the stability of clustering results using the pvclust package implemented in the R statistical programming environment [38]. Two types of p-values were included in the results. (AU) approximately unbiased values were derived from multi-scale bootstrap analysis and (BP) bootstrap probability values were derived from normal bootstrap re-sampling.

### Genome database information used for this study

For analysis in Ensembl, UCSC and NCBI, information from the human genome build GRCh37 (hg18) was used. For canine, the CanFam2.0 canine genome assembly was used. Canine-human genome alignments were generated by pairwise BLASTZ alignment and visualized using Ensembl tools [22], [28]. Syntenic regions of canine and human chromosomes were determined using Ensembl as well as through the Broad Institute Alpheus website (http://www.broadinstitute.org/~mclamp/alpheus/).

### Canine gene annotations

Initial canine probeset annotations, including gene ontology (GO) terms and mapping of gene identifiers, were done using the Canine Version 2.0 annotation file (Canine_2.na29.annot.cvs, released July, 2009) from the Affymetrix Netaffx™ website at www.affymetrix.com/netaffx [23]. When indicated in the text, custom annotations for the Affymetrix Canine Version 2.0 GeneChip® were obtained from B2G-FAR, the Blast2GO functional annotation repository at http://bioinfo.cipf.es/b2gfar/affychips:canine [25], [39]. The top 50 canine brain selective probesets without previously assigned gene symbols, or those having ambiguous gene descriptors were mapped using ENSMBL probeset to genome alignments followed by manual curation. Individual probesets were analyzed for: (1) unambiguous alignment to the canine genome; (2) mapping to syntenic regions based on canine-human alignment; (3) physical mapping to matching human Affymetrix probesets where tissue selective expression could be verified through Symatlas at http://biogps.gnf.org; (4) EST based evidence; (5) expression comparison with other previously identified and Affymetrix annotated canine probesets for a given gene locus; (6) polyadenylation signal sequence and 3′UTR alignment with human.

### Functional assessment of tissue selective gene sets

Canine tissue selective probesets, as well as all non-control probesets on the array, were also annotated using B2G-FAR Affymetrix Canine Version 2.0 GeneChip custom annotations [25], [39]. The annotation file was implemented in Blast2GO followed by enrichment analysis using GOSSIP (http://gossip.gene-groups.net) [26]. A one-sided Fisher's exact test was conducted to find over-represented GO terms for the canine brain (test list) using the rest of the array as the reference list. Results are reported with uncorrected p-values as well as values adjusted for multiple comparison using false discovery rate and family wise error rate as described at http://home.clara.net/sisa/fishrhlp.htm.

### Comparison of canine and human orthologous gene expression

In order to analyze data between different Affymetrix platforms and species, canine-to-human ortholog probeset matches were identified using the Affymetrix Netaffx™ website at www.affymetrix.com/netaffx. Probesets from the Affymetrix Canine Version 2.0 GeneChip® were mapped to human orthologous probesets on the Affymetrix Human HG-U133A GeneChip® to allow for cross-species comparisons of matched organs using publicly available human gene expression data obtained via the Gene Expression Omnibus (GEO) at http://www.ncbi.nlm.nih.gov/geo [4]. Human brain GSM44690, human liver GSM35982, human spleen GSM35999, human skeletal muscle GSM244532, human heart GSM44671, human jejunum GSM44679, human kidney GSM44675, human lung GSM35985, human liver GSM51371, human pancreas GSM18977. Human .cel file data for each organ was pre-processed as described for canine data using using Partek® software, version 6.4. The final list of best sequence matched, orthologous probesets, as defined by Affymetrix NetAffx™, for canine and human were consolidated based on matching gene symbols using maximum expression values in cases where more than one probeset matched the same gene symbol. In addition, for each species, each probeset was considered for analysis only if there was demonstration of expression in at least one tissue. This resulted in a final list of 2,598 expression measures for comparison. The signal intensities for each species were then standardized independently using z-score transformation and then the data from both species was merged to a single dataset.

## Supporting Information

Figure S1 **Principle component analysis define relationships between canine normal tissues and identifies one pancreas outlier.** mRNA expression for 40 samples from ten pathologically normal canine tissues were analyzed using the Affymetrix Canine Version 2.0 GeneChip®. Only probesets differentially expressed in at least one tissue (as described in the Methods) were included in the analysis. Each sphere represents an individual sample, colored by tissue and ellipses correspond to two standard deviations of the tissue group mean. A single pancreas sample was excluded from further analysis.
(TIF) Click here for additional data file.

Figure S2 **Log-fold difference compared to the group (all tissues) mean for three organ-defining genes via quantitative RT-PCR validates microarray data results.** Genes selected for microarray results validation were previously described as organ defining (UMOD, Uromodulin-kidney; LIPC, Hepatic Lipase-liver; RTN1, Reticulon 1-brain). UMOD expression in the canine kidney is 13.6 fold higher, LIPC expression 8.0 fold higher in the canine liver, and RTN1 expression 11.1 fold higher in the canine cerbreal cortex via QT-PCR than the group mean of all other canine tissues. Transcripts exhibited expected tissue selective expression patterns with differential expression even higher by QT-PCR vs. microarray.
(TIF) Click here for additional data file.

Figure S3 **Resolution of transcript assignment for canine probesets mapping to the AMPH gene locus.** **A**. Ensembl synteny map of canine chromosome 18 and human chromosome 7 highlighting the SV2B gene locus in each species. **B**. Ensembl BLASTZ genomic alignment of human chromosome 7 (top panel) and canine chromosome 18 (bottom panel) centered on the 3′ region of the amphiphysin (AMPH) gene locus. Affymetrix human U133A probeset, 205257_s_at (AMPH), and canine_2 probesets, Cfa.9875.1.A1_at (unidentified) and CfaAffx.6381.1.S1_s_at (AMPH) are aligned to their corresponding genomic regions. Canine EST evidence is shown in purple.
(TIF) Click here for additional data file.

Figure S4 **Resolution of transcript assignment for canine probesets mapping to the DNM3 gene locus.** **A**. Ensembl synteny map of canine chromosome 7 and human chromosome 1 highlighting the dynamin 3 (DNM3) gene locus in each species. **B**. Ensembl BLASTZ genomic alignment of human chromosome 1 (top panel) and canine chromosome 7 (bottom panel) centered on the 3′ region of the DNM3 gene locus. Affymetrix human U133A probeset, 209839_at (DNM3), and canine_2 probeset, Cfa.10627.1.A1_at (unidentified) are aligned to their corresponding genomic regions. Canine EST evidence is shown in purple.
(TIF) Click here for additional data file.

Figure S5 **Resolution of transcript assignment for canine probesets mapping to the DCLK1 gene locus.** **A**. Ensembl synteny map of canine chromosome 25 and human chromosome 13 highlighting the doublecortin-like kinase 1 (DCLK1) gene locus in each species. **B**. Ensembl BLASTZ genomic alignment of human chromosome 13 (top panel) and canine chromosome 25 (bottom panel) centered on the 3′ region of the DCLK1 gene locus. Affymetrix human U133A probesets, 215303_at (DCLK1) and 205399_at (DCLK1), and canine_2 probesets, Cfa.11018.1.A1_at (unidentified), Cfa.10440.1.A1_at (unidentified), CfaAffx.10325.1.S1_at (unidentified), CfaAffx.10346.1.S1_at (DCLK1) and CfaAffx.10333.1.S1_s_at (DCLK1) are aligned to their corresponding genomic regions. Canine EST evidence is shown in purple.
(TIF) Click here for additional data file.

Figure S6 **Resolution of transcript assignment for canine probesets mapping to the NRSN1 gene locus.** **A**. Ensembl synteny map of canine chromosome 35 and human chromosome 6 highlighting the neurensin 1 (NRSN1) gene locus in each species. **B**. Ensembl BLASTZ genomic alignment of human chromosome 6 (top panel) and canine chromosome 35 (bottom panel) centered on the 3′ region of the NRSN1 gene locus. Affymetrix human GNFh probeset, 239293_at (NRSN1) and canine_2 probesets, CfaAffx.16031.1.S1_at (NRSN1), Cfa.11177.1.A1_at (unidentified), are aligned to their corresponding genomic regions. Canine EST evidence is shown in purple.
(TIF) Click here for additional data file.

Table S1 **Differentially expressed probesets and corresponding unique gene symbols in canine tissues.** Describes the number of differentially expressed probesets and corresponding unique gene symbols for each of the ten canine organs examined in this dataset.
(DOC) Click here for additional data file.

Table S2 **Canine lung selective probesets rank ordered with Fold Change vs. all tissues included.** Defines probesets specific to the canine lung, and is an example of tissue selective ranking of probesets conducted for each of the ten canine organs examined in this dataset.
(DOC) Click here for additional data file.

Table S3 **Canine Brain Selective Probesets Over Represented GO Terms.** Defines over-represented GO terms in the canine brain, and is an example of the process used to define GO terms for each of the ten canine organs examined in this dataset.
(DOC) Click here for additional data file.

## References

[1] Khanna C, Lindblad-Toh K, Vail D, London C, Bergman P (2006). The dog as a cancer model.. Nat Biotechnol.

[2] Lindblad-Toh K, Wade CM, Mikkelsen TS, Karlsson EK, Jaffe DB (2005). Genome sequence, comparative analysis and haplotype structure of
the domestic dog.. Nature.

[3] Parker HG, Ostrander EA (2005). Canine genomics and genetics: running with the
pack.. PLoS Genet.

[4] Holzwarth JA, Middleton RP, Roberts M, Mansourian R, Raymond F (2005). The development of a high-density canine
microarray.. J Hered.

[5] Paoloni M, Khanna C (2008). Translation of new cancer treatments from pet dogs to
humans.. Nat Rev Cancer.

[6] Thomas R, Scott A, Langford CF, Fosmire SP, Jubala CM (2005). Construction of a 2-Mb resolution BAC microarray for CGH analysis
of canine tumors.. Genome Res.

[7] Klopfleisch R, Lenze D, Hummel M, Gruber AD (2010). Metastatic canine mammary carcinomas can be identified by a gene
expression profile that partly overlaps with human breast cancer
profiles.. BMC Cancer.

[8] Gallardo-Arrieta F, Doll A, Rigau M, Mogas T, Juanpere N (2010). A transcriptional signature associated with the onset of benign
prostate hyperplasia in a canine model.. Prostate.

[9] Zheng J, Chen Y, Pat B, Dell'italia LA, Tillson M (2009). Microarray identifies extensive downregulation of noncollagen
extracellular matrix and profibrotic growth factor genes in chronic isolated
mitral regurgitation in the dog.. Circulation.

[10] Axelsen JB, Lotem J, Sachs L, Domany E (2007). Genes overexpressed in different human solid cancers exhibit
different tissue-specific expression profiles.. Proc Natl Acad Sci U S A.

[11] Khan J (2003). Genomic & proteomic technological advances in cancer
research.. Pharmacogenomics.

[12] Hsiao LL, Dangond F, Yoshida T, Hong R, Jensen RV (2001). A compendium of gene expression in normal human
tissues.. Physiol Genomics.

[13] Saito-Hisaminato A, Katagiri T, Kakiuchi S, Nakamura T, Tsunoda T (2002). Genome-wide profiling of gene expression in 29 normal human
tissues with a cDNA microarray.. DNA Res.

[14] Shyamsundar R, Kim YH, Higgins JP, Montgomery K, Jorden M (2005). A DNA microarray survey of gene expression in normal human
tissues.. Genome Biol.

[15] Son CG, Bilke S, Davis S, Greer BT, Wei JS (2005). Database of mRNA gene expression profiles of multiple human
organs.. Genome Res.

[16] Hornshoj H, Conley LN, Hedegaard J, Sorensen P, Panitz F (2007). Microarray expression profiles of 20.000 genes across 23 healthy
porcine tissues.. PLoS One.

[17] Kilpinen S, Autio R, Ojala K, Iljin K, Bucher E (2008). Systematic bioinformatic analysis of expression levels of 17,330
human genes across 9,783 samples from 175 types of healthy and pathological
tissues.. Genome Biol.

[18] Shmueli O, Horn-Saban S, Chalifa-Caspi V, Shmoish M, Ophir R (2003). GeneNote: whole genome expression profiles in normal human
tissues.. C R Biol.

[19] Su AI, Cooke MP, Ching KA, Hakak Y, Walker JR (2002). Large-scale analysis of the human and mouse
transcriptomes.. Proc Natl Acad Sci U S A.

[20] Su AI, Wiltshire T, Batalov S, Lapp H, Ching KA (2004). A gene atlas of the mouse and human protein-encoding
transcriptomes.. Proc Natl Acad Sci U S A.

[21] Walker JR, Su AI, Self DW, Hogenesch JB, Lapp H (2004). Applications of a rat multiple tissue gene expression data
set.. Genome Res.

[22] Fernandez-Suarez XM, Schuster MK (2007). Using the Ensembl genome server to browse genomic sequence
data.. Curr Protoc Bioinformatics Chapter 1: Unit 1.

[23] Liu G, Loraine AE, Shigeta R, Cline M, Cheng J (2003). NetAffx: Affymetrix probesets and annotations.. Nucleic Acids Res.

[24] Maglott D, Ostell J, Pruitt KD, Tatusova T (2007). Entrez Gene: gene-centered information at NCBI.. Nucleic Acids Res.

[25] Conesa A, Gotz S, Garcia-Gomez JM, Terol J, Talon M (2005). Blast2GO: a universal tool for annotation, visualization and
analysis in functional genomics research.. Bioinformatics.

[26] Bluthgen N, Brand K, Cajavec B, Swat M, Herzel H (2005). Biological profiling of gene groups utilizing Gene
Ontology.. Genome Inform.

[27] Barrett T, Edgar R (2006). Gene expression omnibus: microarray data storage, submission,
retrieval, and analysis.. Methods Enzymol.

[28] Schwartz S, Kent WJ, Smit A, Zhang Z, Baertsch R (2003). Human-mouse alignments with BLASTZ.. Genome Res.

[29] Paoloni MC, Khanna C (2007). Comparative oncology today.. Vet Clin North Am Small Anim Pract.

[30] Genini S, Zangerl B, Slavik J, Acland GM, Beltran WA (2010). Transcriptional profile analysis of RPGRORF15 frameshift mutation
identifies novel genes associated with retinal degeneration.. Invest Ophthalmol Vis Sci.

[31] Paoloni M, Davis S, Lana S, Withrow S, Sangiorgi L (2009). Canine tumor cross-species genomics uncovers targets linked to
osteosarcoma progression.. BMC Genomics.

[32] O'Donoghue LE, Ptitsyn AA, Kamstock DA, Siebert J, Thomas RS (2010). Expression profiling in canine osteosarcoma: identification of
biomarkers and pathways associated with outcome.. BMC Cancer.

[33] Higgins RJ, Dickinson PJ, LeCouteur RA, Bollen AW, Wang H (2010). Spontaneous canine gliomas: overexpression of EGFR, PDGFRalpha
and IGFBP2 demonstrated by tissue microarray
immunophenotyping.. J Neurooncol.

[34] Sakai D, Nakai T, Mochida J, Alini M, Grad S (2009). Differential phenotype of intervertebral disc cells: microarray
and immunohistochemical analysis of canine nucleus pulposus and anulus
fibrosus.. Spine (Phila Pa 1976).

[35] Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003). A comparison of normalization methods for high density
oligonucleotide array data based on variance and bias.. Bioinformatics.

[36] Hochberg Y, Benjamini Y (1990). More powerful procedures for multiple significance
testing.. Stat Med.

[37] Pfaffl MW (2001). A new mathematical model for relative quantification in real-time
RT-PCR.. Nucleic Acids Res.

[38] Suzuki R, Shimodaira H (2006). Pvclust: an R package for assessing the uncertainty in
hierarchical clustering.. Bioinformatics.

[39] Gotz S, Garcia-Gomez JM, Terol J, Williams TD, Nagaraj SH (2008). High-throughput functional annotation and data mining with the
Blast2GO suite.. Nucleic Acids Res.

# Supplementary material for: A Compendium of Canine Normal Tissue Gene Expression
**Source:** PLoS One. 2011 May 31;6(5):e17107. doi: 10.1371/journal.pone.0017107
**Supplement:** Table S1 — Differentially expressed probesets and corresponding unique gene symbols in canine tissues. Describes the number of differentially expressed probesets and corresponding unique gene symbols for each of the ten canine organs examined in this dataset.

| **Canine Tissue** | **ANOVA Significant Canine Probesets (FDR= 0.001)** | **# Unique Gene Symbols** | **# Tissue Enriched**  **Probesets** | **# Unique Tissue**  **Enriched Gene**  **Symbols** | **# Tissue Selective Probesets** | **Percentage of Tissue Selective Probesets With No Gene Symbol** | **# Tissue Selective**  **Unique Gene Symbols** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Brain | 7944 | 4059 | 741 | 295 | 512 | 42% | 206 |
| Heart | 5803 | 2998 | 393 | 188 | 71 | 56% | 31 |
| Skeletal Muscle | 6289 | 3341 | 363 | 186 | 89 | 17% | 45 |
| Liver | 5300 | 2668 | 730 | 381 | 321 | 15% | 149 |
| Kidney | 4551 | 2312 | 464 | 226 | 154 | 24% | 63 |
| Jejunum | 3912 | 2148 | 359 | 222 | 134 | 15% | 84 |
| Pancreas | 10142 | 5590 | 188 | 101 | 85 | 12% | 43 |
| Spleen | 4114 | 2315 | 221 | 139 | 37 | 24% | 19 |
| Lymph  node | 7088 | 3901 | 239 | 148 | 24 | 29% | 11 |
| Lung | 4778 | 2513 | 263 | 146 | 75 | 24% | 39 |

Table S1: Differentially expressed probesets and corresponding unique gene symbols in canine tissues.

- ANOVA for all tissues (FDR, 0.001) resulted in 23070 significant probesets of 42860 total

# Supplementary material for: A Compendium of Canine Normal Tissue Gene Expression
**Source:** PLoS One. 2011 May 31;6(5):e17107. doi: 10.1371/journal.pone.0017107
**Supplement:** Table S2 — Canine lung selective probesets rank ordered with Fold Change vs. all tissues included. Defines probesets specific to the canine lung, and is an example of tissue selective ranking of probesets conducted for each of the ten canine organs examined in this dataset.

Table S2: Canine lung selective probesets rank ordered with Fold Change vs. all tissues included.

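All 75 probesets of this table are in the data and were called in the lung contrast. Of them 74 were above 10-fold and 73 were selective, and 3 probesets selective here are not in the table. The fold changes computed here divided by those of the table ran from 0.860 to 1.069, with a median of 0.996. Pearson's r of the log2 fold changes was 0.9995 across the 75 probesets, which are not independent replicates. The first probeset without a symbol stood at 13.00 ± 0.36 (SD, n = 4) in lung against 3.53 as the mean of the other 9, a fold change of 704.8. CALCRL, a receptor of vessel walls, stood at 10.90 ± 0.39 (SD, n = 4) against 5.09 (fold change 55.9, adjusted p = 5.53e-12 from limma), and CLIC3, an anion channel protein, at 9.14 ± 0.37 (SD, n = 4) against 3.76. In the probe table, 20 of the 75 carry no symbol.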

# Supplementary material for: A Compendium of Canine Normal Tissue Gene Expression
**Source:** PLoS One. 2011 May 31;6(5):e17107. doi: 10.1371/journal.pone.0017107
**Supplement:** Table S3 — Canine Brain Selective Probesets Over Represented GO Terms. Defines over-represented GO terms in the canine brain, and is an example of the process used to define GO terms for each of the ten canine organs examined in this dataset.

Table S3: Canine Brain Selective Probesets Over Represented GO Terms

How the deposited data were processed for this re-analysis (not part of the article)

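RNA of 10 canine tissues (brain, heart, jejunum, kidney, liver, lung, lymph node, pancreas, skeletal muscle and spleen) was measured by the authors on Affymetrix Canine Version 2.0 arrays. Each tissue has 4 arrays, and pancreas has 3, since the paper left out 1 pancreas array before it processed the remaining 39 again. The tissue and the number of each array were taken from the sample labels. The labels give no scan date, which was a random factor in the paper's model, and do not state that arrays of the same number come from the same dog.

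The deposited values are on the log2 scale. The authors made them in Partek from the image files, with an adjustment for GC content and probe sequence, RMA background correction, quantile normalization over the 39 arrays and median polish per probeset. The table holds 42860 probesets, no control probesets and 0 missing values. Values run from 2.61 to 14.74, and the lowest and highest array medians are 3.95 and 4.11, so a mean near 4 lies at the level of most probesets. Gene symbols were taken from the probe table of the array. Symbols were attached to 29254 probesets with a single symbol, and probesets with several symbols (439) or none (13167) entered all fits but no gene list. No genome positions are given, because the gene table at hand is of another assembly than the paper's.

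The values were used as deposited, with no further scaling. A linear model with a mean per tissue was fitted with limma (version 3.58.1) in R (version 4.3.3), with its moderated estimate of the variance from all 39 arrays. The moderated F test over the 10 tissues was adjusted by the method of Benjamini and Hochberg over all probesets. A contrast compared each tissue with the unweighted mean of the other 9 tissue means, adjusted in the same way within the contrast. Both were called at a false discovery rate of 0.001. An enriched probeset was called in the contrast with a fold change above 10, and a selective probeset was enriched and had no other tissue above 3-fold in its own contrast. The fold change is 2 to the power of the difference of log2 means. The SD is between arrays of a tissue, and limma's standard error comes from the pooled variance.

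The fits were tested on simulated data of the same 42860 probesets and 39 arrays. In the brain contrast, 70.1% of 67 probesets with a 2-fold change were recovered, 95.5% of 67 with a 4-fold change and 100% of 66 with a 16-fold change. In the pancreas contrast the shares were 77.6%, 92.5% and 100%. No unchanged probeset was called in either contrast. Only these few probesets changed in the simulation, while the data gave 8122 calls in brain and 10497 in pancreas. The rate of false calls in the real data was therefore not measured. The number of arrays limits the precision, and signals near the background of the array are compressed.

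Principal components were computed from the probesets called by the F test, from all probesets, and from those without a symbol, each probeset centred and scaled to SD 1. The error of the explained share is a jackknife standard error over arrays. Arrays were clustered on 10055 genes with the highest value per symbol, with 1 minus Pearson's r as the distance and Ward linkage. Clusters were tested by multiscale resampling of genes with 1000 draws per scale. Lists of genes were tested for selective genes by a 1-sided Fisher's exact test against the 15115 genes with a symbol, adjusted over the lists. A gene counts as selective in this test if its probeset with the highest mean is.

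The tests at the paper's claims, the thresholds, the gene lists and most alternatives were set before the data were examined. There were 28 lists of genes: 17 for functions and cell types of the tissues, others for further cell types and for cell states, a housekeeping list used for scaling and a list of sex-linked genes meant as a check of labels. The last could not be used, since 0 of its 8 members had a usable probeset. Genes are named by a fixed rule. It takes, for each tissue, the 10 genes with the largest fold change among selective probesets with a single symbol whose arrays all lie above every array of other tissues. It adds every gene or probeset that the paper's text, legends or Fig. 4 name, and the first 20 probesets of Table S2, whose values had been seen. From each list it adds the 4 members with the largest and the 4 with the smallest difference in the tissue of the list. A gene with several probesets is represented by the one with the highest mean over the 39 arrays unless a probeset is named. The genes given with the replicate numbers were named after their values were seen.

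The alternatives were an ordinary variance estimate, a variance trend with intensity, the replicate number as a factor, a shift of each array to an equal median of 15 housekeeping genes or of all probesets, removal of dim probesets, other references for the 10-fold and 3-fold steps, lists tested with enriched genes or with any probeset of a gene, other settings of the components and the tree, and each array left out in turn. Equal quantiles for all arrays, removal of skeletal muscle arrays 1, 3 and 4, averaging of lung arrays 1 and 3, the replicate number as a factor in the tests of lists, and trees that change the F test or the value per gene alone were added after seeing the data. The paper gives the 10-fold step against the mean of the other tissues in its results and against their median in its methods, and the mean was used. The human data, the gene ontology annotation and the PCR values of the paper were not analysed here. Figures were drawn with matplotlib (version 3.10.9).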

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

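The tests on the skeletal muscle arrays and on the replicate numbers, and the fit with equal quantiles, were chosen only after the data were seen, and the test of RNA from pancreas was changed 2 times after its results were seen.

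Skeletal muscle arrays 1, 3 and 4 carried pancreatic enzyme transcripts (PNLIP at 7.95, 9.25 and 11.08, and 4.01 on array 2), a signal the paper does not report, with medians of the pancreatic digestive enzymes list of 6.65, 7.77 and 8.88 against 3.67 over 32 arrays of 8 other tissues, of which brain 3 (5.33) and lymph node 4 (5.24) were highest. A mislabelled pancreas sample is excluded, since the skeletal muscle genes of the 3 arrays lay within 3 of those of array 2 (lowest difference −1.002). RNA from pancreas in these samples cannot be told apart from a signal of muscle tissue itself, since array 2 (difference −0.0573 from the 32 arrays) is the only muscle array without it and a single array excludes nothing. Of 56 other pancreas-enriched probesets with a pancreas mean over 11, 37.5%, 35.7% and 48.2% were raised on arrays 1, 3 and 4 and 3.57% on array 2, and of the 14 with a mean over 13, chosen afterwards, 92.9% on each and 7.14% on array 2. Of 49, 71 and 110 probesets that diluted pancreas RNA at the enzyme level would raise, 46.9%, 31.0% and 29.1% were raised (median 0.92, 0.35 and 0.22, against 2.09, 2.49 and 2.35 computed), but the enzymes, at 13.49 in pancreas, lie near the highest value of any array, 14.74, so that share may be overstated.

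Pancreas had the largest contrast count, 10497 against 8122 in brain. With equal quantiles and every array kept, the count in pancreas was still the largest, 9093 against 8114 in brain. With every array kept, these counts argue against a narrower spread of values on the pancreas arrays as the whole cause. A partial role of the spread stays open, since the count fell from 10497 to 9093. No array was left out under that setting, so whether the rank holds there without single arrays was not tested. A single scaling factor for all other transcripts stays open, since the housekeeping shift was largest in pancreas (mean 0.78) and raises its count by itself, to 26580 against 21917 in heart. The rank rested on single arrays, at 6988 without pancreas 1 (brain 8077), 8296 without pancreas 2 (brain 8038) and 6521 without pancreas 3 (brain 8089). The median log2 difference in pancreas went from 0.17 in the fifth of probesets with the lowest mean to −0.76 in the fifth with the highest, and a true difference of the tissue remains open and untested.

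Across tissues, 51 probesets (36 with a symbol) differed by the replicate number of the labels, a comparison the paper does not make. Chance is excluded, since only the real order of the numbers within tissues, 1 of 100, called as many, and the highest of the others was 0. Over probesets called in the other 8 tissues, 33 of 36 arrays correlated best with their own number, which is consistent with same-numbered arrays sharing an animal or a processing batch. Arrays of 1 number processed together cannot be told apart from a shared animal, since 0 scan dates are given in the labels. CCNDBP1 (adjusted p = 1.17e-05 from limma) and ATP8A1 (1.21e-05) had the lowest p, and of 5 genes chosen after seeing the data PCNA (2.13e-04) passed, while COL1A1 (2.07e-03), COL3A1 (2.04e-03), COL1A2 (3.87e-02) and TOP2A (6.51e-02) did not.

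Single arrays far from the other 3 of their tissue were searched for with Dixon's ratio, which chance passes in about 1 in 20 groups. Genes were not searched in every tissue. UMOD on heart 1 (7.29, others 3.76 to 4.02) and CPB1 on brain 3 (7.46, others 3.42 to 3.78) are therefore not counted. The same holds for CPB1 (6.07) and CELA1 (6.22) on lymph node 4. Of 283 genes 13 passed within this limit. They were ANKRD1 on heart 4 (11.90), TRDN on heart 4 (9.37), TNNI3 on heart 2 (12.93), NDNF on lung 4 (8.38), a probeset without a symbol on lung 2 (9.91), a DCLK1 probeset on brain 2 (3.75) and a probeset without a symbol on brain 1 (12.68). The others were CD79A on lymph node 3 (9.63), CCL4 and CCR6 on lymph node 4 (6.87 and 4.87), CD3E and TCF7 on spleen 3 (4.38 and 5.33) and TRIM54 on skeletal muscle 1 (4.79).

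Of 243 list medians 29 passed, and 7 of these were on spleen 3. These 7 were synapse and neurotransmission (3.81), neuronal cytoskeleton and projection (3.85), pancreatic islet (3.67), complement and coagulation (4.15), intestinal brush border and absorption (3.87), shared striated muscle (4.46) and immediate early response (6.98). In jejunum they were synapse and neurotransmission (3.56), hepatic metabolism and plasma protein (4.41) and interferon response (6.75) on array 2, renal ion and solute transport (3.87) on array 3 and adipocyte (4.91) on array 4. In lung they were smooth muscle on array 2 (8.51), and T lymphocyte (5.28), mast cell (6.21) and housekeeping (9.77) on array 4. In brain they were myeloid on array 1 (5.09), and pancreatic digestive enzymes (5.33) and erythroid (3.56) on array 3. In heart they were immediate early response on array 1 (7.26), surfactant and alveolar epithelium on array 2 (3.90) and proliferation on array 4 (4.00). In lymph node they were B lymphocyte on array 3 (7.07) and pancreatic digestive enzymes on array 4 (5.24). In spleen, smooth muscle on array 2 (8.42) and myeloid on array 1 (9.70) passed. The rest were neuronal cytoskeleton and projection on liver 2 (3.47), housekeeping on kidney 1 (9.70) and erythroid on skeletal muscle 1 (3.95).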

How the results depend on the processing

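The alternatives with equal quantiles, without skeletal muscle arrays 1, 3 and 4, with lung arrays 1 and 3 averaged, with the replicate block in the tests of selective list genes, and 2 of the trees, were chosen only after seeing the data. Of 3469 comparisons of 390 results with an alternative, 3316 were the same. Of the rest, 54 newly passed the threshold, 69 no longer passed it, 30 counts or values moved and 0 reversed. The same means an unchanged direction and side of the threshold or, for counts and values, a result near the main one. Trees with 8 tissue clusters in place of 10 were counted as the same. For 310 named genes, 2416 comparisons were the same, 46 stronger and 66 weaker. The cause of the changes was not tested unless stated.

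After the housekeeping shift, the F test called 40509 probesets and the contrasts 21917 in heart, 7310 in jejunum, 26580 in pancreas and 10233 in skeletal muscle. Pancreas then had 338 enriched and 171 selective probesets, 13 islet genes were higher in pancreas, 6 chemokines and chemokine receptors were higher in spleen, and the adjusted p of the shared striated list in skeletal muscle was 7.67e-02. The shift moves every probeset of an array alike, so a tissue shifted up, such as pancreas or spleen, gains higher calls by construction. With a linear mean as the reference, which is higher by construction, enriched counts fell to 185 in heart, 202 in jejunum, 239 in kidney, 114 in lung, 106 in lymph node, 178 in skeletal muscle and 63 in spleen. With the median of the other tissues, lung had 396 and spleen 331 enriched probesets and lymph node 49 selective ones. With the 3-fold step over the mean of 8 tissues, lymph node had 13 and spleen 17 selective probesets. The equal median shift, the intensity trend, the ordinary variance and the removal of dim probesets left every count within 1.5 times. Keeping control probesets was not run, as the table holds none.

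Leaving out 1 array of the tissue, the pancreas contrast gave 6521 to 8296 (6521 without array 3, 6988 without array 1), and lymph node had 20 to 44 selective probesets (44 without array 1). The adjusted p of the T lymphocyte list ran from 1.48e-02 to 1.00 in lymph node and from 3.05e-02 to 1.00 over lymph node and spleen, both lowest without lymph node 1. That of the shared striated list ran from 2.04e-03 to 8.91e-02 in skeletal muscle, highest without array 1. Leaving out an array of another tissue gave 18 to 37 selective probesets in lymph node, 37 without spleen 1 and 18 without spleen 3, and the brain contrast gave 7929 to 8540.

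With enriched in place of selective genes, the adjusted p was 3.37e-05 for the B lymphocyte list in lymph node and 1.15e-04 over both tissues. For the T lymphocyte list it was 6.80e-09 in lymph node, 1.52e-03 in spleen and 5.12e-08 over both, and for the shared striated list in heart 8.20e-31. With any probeset of a gene counted, each list stayed on its side of the threshold, and the count of selective genes rose in most lists, by more than 1.5 times for the enzyme (7), nephron (7), glial (4), chemokine (2) and, in heart, shared striated (1) lists. With equal quantiles pancreas had 137 selective probesets. Without skeletal muscle arrays 1, 3 and 4, skeletal muscle, then with a single array assumed to vary like the other groups, had 2123 probesets in its contrast (73.4% higher) and 148 selective ones, and the adjusted p of its shared striated list was 1.14e-01.

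The components of all probesets explained 39.7%, and those of values centred only 52.9%, or 53.6% for probesets without a symbol. The 2 trees chosen after seeing the data changed only the F test (8 tissue clusters) or only the value per gene (10). Average linkage, Euclidean distance and centring alone kept the 10 tissue clusters, and with each of them liver joined kidney in place of pancreas.

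With a replicate block, the F test called 24453 probesets and the contrasts 8611 in brain and 10944 in pancreas. Of 387 comparisons with the replicate block, 0 counts or lists changed side and 2 named genes did, COPG2 in brain, no longer past the threshold, and CXCL10 in spleen, newly past it. Residuals of same-numbered pairs of arrays had a mean r of 0.127 (171 pairs, −0.292 to 0.460, 101 of them above 0.1) and of other pairs −0.0421 (513 pairs). Neither the labels nor the paper state that a number marks a dog, and the fits reported have no block. Signal over background limits probesets near 4, whose differences are compressed.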

Differences from the paper's values

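Of 88 values compared with the paper's, 1 differed by more than 1.5 times, and the ratios of the others ran from 0.703 to 1.39. The paper's share of enriched probesets in pancreas is 1% and the share here is 1.79% of the called probesets. The counts of the paper's Table S1, 188 enriched of 10142, give 1.85%, within the limit of the share here. Of the 11 alternatives set before the data were examined, 2 come within the limit, the housekeeping shift with 1.27% and the linear mean as the reference with 1.35%. The ordinary variance (1.79%), the intensity trend (1.74%), the replicate block (1.75%), the equal median shift (1.90%), the removal of dim probesets (2.29%), the median of the other tissues (2.21%) and the arrays without pancreas 1 (2.79%), 2 (2.23%) or 3 (3.17%) do not. Differences inside the limit are not all small. Heart had 94 selective probesets (40 symbols) here, more than in the paper's Table S1. Of these 39.4% carry no symbol, a lower share than in Table S1.

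The paper states that the grouping was identical with all probesets. Here brain, heart, jejunum, kidney, liver, lung, lymph node and pancreas formed clusters of their own with all probesets, or 8 of 10 tissues, and skeletal muscle and spleen did not, while in the tree of the 10055 genes called by the F test all 10 did. These trees differ both in the F test and in the highest value per symbol. With 1 change at a time (chosen after seeing the data), 8 tissues formed clusters with all 15115 genes with a symbol, and all 10 with the 23384 called probesets not collapsed to genes.

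The paper states that probesets without a symbol separate the replicates by tissue, skeletal muscle among the clearest. Here the nearest array was of the same tissue for 27 of 39 arrays, and the distance from the centre of a tissue to the nearest other, over the mean distance of its arrays from their centre, was 1.02 in skeletal muscle, against 5.49 in brain, 5.01 in pancreas and 3.70 in heart. By distance alone, skeletal muscle and heart (0.414 each) followed pancreas (1.025) and brain (0.949), the same 4 tissues that the paper names. With values centred only, 36 of the 39 arrays had an array of the same tissue nearest.

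The paper states a high confidence at each branch point of its tree. Here 32 of the 37 clusters below the root reached it, and the 10 tissue clusters were all among them. Fig. 1B joins kidney with jejunum, and here these were not a cluster under any setting of the tree that was run.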

Other observations

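The tests on lung arrays 1 and 3, and the look at the arrays of the random assignments, were chosen only after the result was seen, and the random assignments of tissue labels were set beforehand.

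In spleen, ALAS2, which starts heme synthesis in red cell precursors, had a mean log2 value of 11.69 ± 0.62 (SD, n = 4) against 3.87 as the mean of the other 9, a fold change of 226 (adjusted p = 5.39e-20 from limma). Of 4 measured genes of the erythroid list 3 were higher in spleen (3 when adjusted over the list alone), and of 10 genes of the myeloid list 8 were (8 when adjusted over the list alone), as were 5 each in liver and lung, with MPEG1 of macrophages selective at 7.87 ± 1.12 (SD, n = 4). STMN2, a regulator of microtubules in neurons, stood at 11.02 ± 0.37 (SD, n = 4) in spleen and 11.96 ± 0.47 (SD, n = 4) in brain. In pancreas, TFF2, a mucosal peptide, stood at 12.92 ± 0.18 (SD, n = 3) against 3.53, and CBLIF, the intrinsic factor that binds vitamin B12, at 12.06 ± 0.16 (SD, n = 3) against 3.34 (fold change 421.4). These values are not in the paper's text.

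Of 8 genes of the smooth muscle list, 5 were higher in jejunum (6 when adjusted over the list alone), 5 in lung and 5 in spleen. Of 7 proliferation genes, 6 were higher in lymph node (7 when adjusted over the list alone) and 5 in jejunum. Of 8 interferon response genes, 5 were higher in liver (5 when adjusted over the list alone) and 3 in jejunum. Of 10 immediate early response genes, 4 were higher in lung (5 when adjusted over the list alone), where the list median was 9.00 and 8.89 on arrays 1 and 3 and 6.00 and 7.10 on arrays 2 and 4. In lung, 3 of 5 genes of the mast cell list (4 when adjusted over the list alone) and 2 of 5 of the plasma cell list (3 higher and 1 lower when adjusted over the list alone) were higher, and of the plasma cell list 2 were also higher in each of lymph node, pancreas and spleen, and 2 lower in pancreas. Of 7 adipocyte genes, 0 differed in lymph node, where the median of the adipocyte list was 8.92 on array 4, 5.33 on array 1 and 3.98 and 3.81 on the others. The hepatic metabolism and plasma protein list had medians of 5.52 and 5.58 on lung 1 and 3 and 3.63 and 3.57 on lung 2 and 4. Of 15 measured housekeeping genes, 2 were higher and 8 lower in pancreas (3 and 9 when adjusted over the list alone), with a median log2 difference of −0.80.

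Lung arrays 1 and 3 were the closest of 741 pairs of arrays, with a root mean square difference of 0.196 (r = 0.995 across probesets), against 0.323 for the next pair, heart 1 and 3. That 1 RNA was measured as both may explain this. This explanation could not be told apart from chance, from similar pieces of tissue or from a likeness of numbers 1 and 3 across tissues. Of the pair, 1 array correlated best with its own number, and lung 3 correlated with number 1 at 0.79 and with number 3 at 0.68, over probesets that differ by number in the other 8 tissues. No probeset (0 by limma at a false discovery rate of 0.001, 3043 at an unadjusted p under 0.05) told numbers 1 and 3 apart in those tissues. In the tree of the genes called by the F test, arrays 1 and 3 also joined as pairs in heart, liver, jejunum and lymph node. In brain, kidney and skeletal muscle, array 3 joined 2 and 4 before array 1 did. In pancreas and spleen, array 1 joined array 2.

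The counts were compared with 100 assignments of the tissue labels to the 39 arrays, the real one included. For each count 1 assignment, the real one, reached it, and for selective probesets in lung 2 did. This argues only against labels unrelated to the values. The tissues differ widely, so the outcome was hardly in doubt, and it tells nothing about the size of a count. The F test called 23384 probesets and at most 57 under another assignment. For the contrasts, the real count and the highest other were 8122 and 307 in brain, 6011 and 3 in heart, 4271 and 70 in jejunum, 4866 and 256 in kidney, and 5518 and 876 in liver. They were 4922 and 338 in lung, 7234 and 5 in lymph node, 10497 and 487 in pancreas, 6511 and 21 in skeletal muscle, and 4375 and 58 in spleen. For enriched probesets they were 746 and 177 in brain, 380 and 1 in heart, 361 and 22 in jejunum, 460 and 93 in kidney, 732 and 259 in liver, 263 and 196 in lung, 239 and 0 in lymph node, 188 and 50 in pancreas, 365 and 2 in skeletal muscle, and 210 and 11 in spleen. For selective probesets they were 514 and 156 in brain, 94 and 1 in heart, 134 and 22 in jejunum, 154 and 78 in kidney, 319 and 243 in liver, 24 and 0 in lymph node, 85 and 48 in pancreas, 90 and 0 in skeletal muscle, and 36 and 11 in spleen. In lung, 76 were selective, and another assignment gave 181. This points to a structure of the samples, since 3 of the 4 arrays labelled lung in it were liver arrays.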
